# Transcriptomic and Metabolomic Response to High Light in the Charophyte Alga *Klebsormidium nitens*

**DOI:** 10.3389/fpls.2022.855243

**Published:** 2022-05-06

**Authors:** Emma Serrano-Pérez, Ana B. Romero-Losada, María Morales-Pineda, M. Elena García-Gómez, Inmaculada Couso, Mercedes García-González, Francisco J. Romero-Campero

**Keywords:** light stress, Charophyta, omics integration, plant evolution, carotenoids, chloroplast retrograde signaling, linear/cyclic electron flow, PsbS/LHCSR NPQ systems

## Abstract

The characterization of the molecular mechanisms, such as high light irradiance resistance, that allowed plant terrestralization is a cornerstone in evolutionary studies since the conquest of land by plants played a pivotal role in life evolution on Earth. Viridiplantae or the green lineage is divided into two clades, Chlorophyta and Streptophyta, that in turn splits into Embryophyta or land plants and Charophyta. Charophyta are used in evolutionary studies on plant terrestralization since they are generally accepted as the extant algal species most closely related to current land plants. In this study, we have chosen the facultative terrestrial early charophyte alga *Klebsormidium nitens* to perform an integrative transcriptomic and metabolomic analysis under high light in order to unveil key mechanisms involved in the early steps of plants terrestralization. We found a fast chloroplast retrograde signaling possibly mediated by reactive oxygen species and the inositol polyphosphate 1-phosphatase (SAL1) and 3′-phosphoadenosine-5′-phosphate (PAP) pathways inducing gene expression and accumulation of specific metabolites. Systems used by both Chlorophyta and Embryophyta were activated such as the xanthophyll cycle with an accumulation of zeaxanthin and protein folding and repair mechanisms constituted by NADPH-dependent thioredoxin reductases, thioredoxin-disulfide reductases, and peroxiredoxins. Similarly, cyclic electron flow, specifically the pathway dependent on proton gradient regulation 5, was strongly activated under high light. We detected a simultaneous co-activation of the non-photochemical quenching mechanisms based on LHC-like stress related (LHCSR) protein and the photosystem II subunit S that are specific to Chlorophyta and Embryophyta, respectively. Exclusive Embryophyta systems for the synthesis, sensing, and response to the phytohormone auxin were also activated under high light in *K. nitens* leading to an increase in auxin content with the concomitant accumulation of amino acids such as tryptophan, histidine, and phenylalanine.

## Introduction

The evolutionary history of the green plants kingdom or Viridiplantae splits into two different lineages Chlorophyta and Streptophyta. Chlorophyta are primarily constituted by marine and freshwater green microalgae. In turn, Streptophyta are divided into two different clades Charophyta and Embryophyta. Whereas Embryophyta comprises mainly land plants, Charophyta are still considered algae with a preference for freshwater and with some facultative terrestrial species (Becker and Marin, 2009). It is widely accepted that the primary adaptation of Charophyta to freshwater played a key role facilitating their transition to dry land in contrast to marine Chlorophyta. Plant terrestralization constitutes a key milestone in life evolution on Earth since it led to a massive increase in land biomass resulting in a substantial atmospheric CO_2_ drop, oxygen increase and terrestrial habitat stabilization promoting land colonization by animals and fungi (Lenton et al., 2016; Morris et al., 2018). Present-day Charophyta are generally accepted as the extant algal species most closely related to the aquatic ancestors of land plants or Embryophyta. Accordingly, the molecular systems that potentially allowed this group of photosynthetic organisms to evolve toward terrestrial land plants are under intense analysis (Nishiyama et al., 2018). These studies focus mainly on genomic data. The lack of multi-omic data such as transcriptomic and metabolomic data for Charophyta under specific conditions relevant to the terrestralization process is preventing the full characterization of the molecular systems that promoted the transition to the first land plants (Hori et al., 2014). During this transition, the evolution of response molecular systems to terrestrial environmental stresses was critical. Some terrestrial physiological adaptations, such as desiccation resistance and tolerance to UV radiation are present in Charophyta from which current land plant mechanisms supposedly evolved (Becker and Marin, 2009). Multiple cellular features such as phragmoplast, plasmodesmata, hexameric cellulose synthase, and oogamous sexual reproduction with zygote retention first evolved in Streptophytic algae or Charophyta leading to multicellularity (Umen, 2014). A tight retrograde signaling communicating the chloroplast state to the nucleus making plastids more dependent on the nucleus has been reported in Charophyta under cold and high light stresses (De Vries et al., 2018). Other systems found in Embryophyta such as abscisic acid (ABA) and auxin biosynthesis and transport, photoprotective capacity, and adaptation to transient light changes have been identified in Charophyta as *Zygnema circumcarinatum* (Ohtaka et al., 2017; Pierangelini et al., 2017). Biosynthetic pathways sources of metabolites relevant to abiotic stresses typical of terrestrial environments such as the phenylpropanoid pathway has been described to first emerged in Charophyta (de Vries et al., 2021). In this study, we have chosen the freshwater facultative terrestrial Charophyte alga *Klebsormidium nitens* (*K. nitens*) as model organism to study the transcriptomic and metabolomic response to high light intensity recreating at least one of the most critical environmental changes faced by plants during terrestralization. *Klebsormidium* cultures consist of multicellular and non-branching filaments without specialized cells with a single chloroplast. Many *Klebsormidium* species are cosmopolitan distributed in terrestrial environments as soil crusts and rocks as well as freshwater habitats like streams and rivers where they contribute to important ecological roles as primary producers and soil stabilizers (Karsten et al., 2016). Their presence in these environments expose cells to extreme conditions including high light irradiance (Holzinger and Pichrtová, 2016). Physiological studies under such conditions have been carried out reporting photosynthetic resistance against intense light meditated by the presence of photoprotective mechanisms dissipating energy as heat (non-photochemical quenching, NPQ) (Gerotto and Morosinotto, 2013) and/or by the activation of alternative electron routes to reduce reactive oxygen species (ROS) production (Alboresi et al., 2019). Several comparative genomic analyses have been carried out providing evidence about *K. nitens* possessing fundamental molecular mechanisms required for the adaptation and survival in terrestrial environments including wax-related genes (Kondo et al., 2016), phytohormone signaling (Holzinger and Becker, 2015), and transcription factors involved in resistance to high light and UV radiation (Kitzing and Karsten, 2015; Domozych et al., 2016). Nonetheless, there are very few transcriptomic studies integrating gene expression with physiological data aiming at the characterization of *K. nitens* responses to abiotic stresses such as desiccation, cold, and heat (Holzinger et al., 2014; Rippin et al., 2019a; de Vries et al., 2020; Monte et al., 2020). Furthermore, *K. nitens* is also of interest for its biotechnological applications in the removal of nutrients from horticultural wastewater (Liu et al., 2016a) and in the production of polyunsaturated fatty acids and lipids (Liu et al., 2016b; Xu et al., 2021).

The goal of the current study consists in identifying the molecular mechanisms underlying the response to high light intensity in the Charophyte alga *K. nitens*. The similarity of these systems with those used by Embryophyta and Chlorophyta is discussed in order to elucidate the key mechanisms that allowed the transition from aquatic environments to dry land during plant evolution. Our results were obtained from an integrative analysis combining gene expression and metabolite profiles. Further validation of our results were carried out using pulse-amplitude-modulation fluorometry (PAM), Western blotting, and confocal microscopy.

## Materials and Methods

### Algal Material, Growth Conditions, and Sample Collection

*Klebsormidium nitens* (strain NIES-2285) was obtained from the National Institute for Environmental Studies (Japan). Cells were grown photoautotrophically in Bold’s Basal Medium using photobioreactors containing 0.8 L of cell suspension and bubbled with air supplemented with 1% (v/v) CO_2_ as carbon source. Photobioreactors were continuously illuminated with white light lamps at 50 μE m^–2^ s^–1^ and maintained at 20°C. Defoamer (Antifoam 204) was added to avoid the contamination of the aeration systems. Cultures at exponential phase with 45 μg/mL chlorophyll content were used in our experiments. Control cultures were kept under a light irradiance of 50 μE m^–2^ s^–1^ whereas high light cultures were illuminated for 3 h with an irradiance of 1500 μE m^–2^ s^–1^. Cells were collected by centrifugation at 3500 × *g* for 5 min at 4°C. Cell pellets were washed with PBS, flash frozen with liquid Nitrogen and stored at −80°C.

### RNA-Seq Data Generation and Processing

Two independent biological replicates were considered for both low and high light irradiance conditions. RNA extraction was performed using mechanical disruption of the frozen cell pellets in a Mini Bead Beater (Biospe Products) mixed with 2.7 mm glass beads for filament fragmentation and 0.5 mm glass beads for individual cell lysis (ratio 1/3) in the presence of an extraction buffer consisting of phenol:chloroform (1:1, v/v). Subsequently, RNA was purified using ISOLATE II RNA Plant Kit (Bioline) following manufacturer’s instructions. RNA integrity number (RIN) was computed using an Agilent 2100 Bioanalyzer producing values greater than 8 per sample. Sequencing libraries were generated according to Illumina TruSeq Stranded mRNA protocol and sequenced on an Illumina NextSeq 500 sequencer producing approximately 17 million 50 nt long reads per sample. The computational pipeline MARACAS (Romero-Losada et al., 2022) was used to determine differentially expressed genes according to a log2FC of ±1 and a *q*-value or false discovery rate (FDR) threshold of 0.05. MARACAS uses the *K. nitens* genome sequence assembly and annotation v1.0 (accession number DF236950) as reference genome (Hori et al., 2014). The software tool AlgaeFUN^1^ was used to perform functional enrichment analysis based on Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways over the sets of differentially expressed genes.

Specifically, in our study, MARACAS was set to run using fastqc, HISAT2 and Stringtie for quality control, read mapping, transcript assembly, and gene expression quantification, respectively (Pertea et al., 2016). Normalization is carried out in MARACAS based on the Bioconductor R package NormalyzerDE (Willforss et al., 2019). In our study, gene expression was normalized using quantile normalization. Differentially expressed genes were determined in MARACAS using the bioconductor R package limma based on linear models with a moderated t-student (Ritchie et al., 2015). This method estimates individual gene expression variance using information from all genes and can be applied in analysis with two replicates in contrast to R packages such as DESeq2 based on binomial negative distribution that require at least three replicates (Love et al., 2014). Several studies comparing the performance of limma (linear models with a moderated *t*-student) and DEseq2 (negative binomial distribution) conclude that, although they are mostly equivalent, limma outperforms DESeq2 at reducing batch effects and false positives (Seyednasrollah et al., 2013; Stupnikov et al., 2021). The presence of low levels of noise in our two replicates was confirmed in MARACAS using scatterplots and principal components analysis (PCA), Supplementary Figure 1. 

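Over the 11820 genes with an FPKM above 0 in at least 1 library, the Pearson correlation of log2(FPKM + 1) across genes was 0.964 between the low light replicates and 0.976 between the high light replicates. Between a low light and a high light library it ranged from 0.882 to 0.892. The median absolute difference per gene on that scale was 0.19 between the low light replicates and 0.16 between the high light replicates, against 0.57 to 0.58 between libraries of different conditions. Genes are not independent replicates, so no p-value was computed for these correlations. The rRNA of the plastid genome was an exception to the closeness of the replicates, as the summed FPKM of its 6 features was 168 and 17196 in low light replicates 1 and 2, and 11958 and 371 in high light replicates 1 and 2.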

We also checked that our sequencing coverage (or depth) with more than 17 million reads per sample was enough to detect gene expression and determine differentially expressed genes using a saturation analysis that identified around 12 million read as the saturation point for RNA-seq data in *K. nitens* (Supplementary Figure 1). In conclusion, the read coverage, level of noise in our data and use of linear models with a moderated *t*-student would guarantee the reliability of our analysis based on two replicates.

### Metabolomic Data Generation and Processing

Six independent biological replicates were considered for low and high light irradiance metabolomic data generation. Significant differences were determined using the non-parametric Wilcoxon signed-rank test implemented in the wilcox.test function from the stats R package.

For metabolite content determination, cell pellets were lyophilized (Skadi-Europe TFD 8503), flushed with a nitrogen stream to prevent oxidation and stored at −20°C. Primary metabolites were determined from 20 mg of lyophilized biomass subjected to mechanical disruption in a Mini Bead Beater (Biospe Products) with a mixture of 2.7 and 0.5 mm glass beads (ratio 1/3) in the presence of 1 mL extraction buffer consisting of chloroform:methanol (3:7, v/v). As internal standard, 5 μL of ribitol 4 mM were added. Following centrifugation at 5000 × *g* for 5 min at RT (room temperature) the supernatant was collected. This process was repeated adding 1 mL of extraction buffer until the supernatant was colorless. The combined supernatants were dried under nitrogen stream, resuspended in Milli-Q water and submitted for analysis. Primary metabolite determination was carried out by ultra high performance liquid chromatography system coupled with mass spectrometry (UPLC/MS) as described in Mccloskey and Ubhi (2015).

Phytohormone content was determined from 50 mg of lyophilized biomass following the protocol presented in Salem et al. (2020). Cellular lysis and sample homogenization was performed as described above for RNA and primary metabolite extraction using, in this case, 1 mL of an extraction buffer consisting of methyl tert-butyl ether (MTBE):methanol (3:1, v/v). Samples were incubated for 30 min at 4°C in a rotating mixer, followed by sonication for 15 min at 4°C and centrifugation at 10,000 × *g* for 10 min. The supernatant was mixed with 0.1% HCl (1:1, v/v) and 20 μL of paracetamol added as internal standard at 4°C. Subsequently, samples were first vigorously vortexed for 1 min and then gently shaken in a rotating mixer for 30 min at 4°C and centrifuged again. The supernatant was dried overnight in spin vacuum and finally resuspended in water:methanol (1:1, v/v) and filtered for determination using UPLC/MS.

Carotenoid content was determined by high-performance liquid chromatography (HPLC) coupled to an UV-visible scanning spectrophotometer from 5 mg of lyophilized biomass using acetone extracts subjected to mechanical disruption for cell lysis and sample homogenization as described in Del Campo et al. (2004).

### Pulse-Amplitude-Modulation Fluorometry

Photosynthetic parameters were determined by pulse-amplitude-modulation fluorometry (PAM) with a DUAL-PAM-100 (Walz). Samples were dark adapted for 10 min before fluorescence was measured. Values for basal fluorescence level, F_0_, were determined after 5 min in the presence of non-actinic light 450 nm. Values for maximal fluorescence (F_m_) were determined by applying a pulse of saturating red light 655 nm, 2.4 μE for 40 s. Values for photosystem II (PSII) maximal efficiency (F_v_/F_m_) were calculated as (F_m_–F_0_)/F_m_. Cyclic electron flow (CEF) was detected by subjecting dark adapted samples to constant actinic light (500 μE) for 5 min and subsequently turning off light and measuring fluorescence.

### Total Protein Extraction, Sodium Dodecyl Sulfate-Polyacrylamide Gel Electrophoresis, and Western Blotting Analysis

Cells were pelleted by centrifugation at 3500 × *g* for 5 min at 4°C, washed with PBS and resuspended in 50 mM Tris pH 8, SDS 9%, PID, PMSF 0.1 M and NaCl 150 mM. Total protein extracts were obtained by freeze/thaw cycles in liquid nitrogen followed by another mechanical disruption procedure as described above. Protein extracts were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), stained with Comassie blue, and transferred onto a PVDF membrane (Immobilon ^®^-P, pore size 0.45 μm) using a power blotting station (Invitrogen™, Thermo Fischer). Immunoblotting analysis was performed with an antibody against photosystem II subunit S (PsbS) at 1:1000 (Agrisera). Anti-rabbit secondary antibody was used at 1:10,000 (Invitrogen). Immunoblots were visualized using IQ800 Control software (ImageQuant 800, Amersham).

## Results and Discussion

### Transcriptomic and Metabolomic Analysis Unveil a Response to High Light Intensity

Nuclear gene expression responses to high light in *K. nitens* were studied using RNA-seq data. 

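*K. nitens* is a filamentous alga of the Charophyta, the algal clade of the Streptophyta. Cultures were kept at 50 µE m-2 s-1 (low light) or illuminated for 3 h at 1500 µE m-2 s-1 (high light), with 2 independent cultures per condition. Stranded mRNA libraries were sequenced, and the authors mapped the reads with HISAT2 and quantified them with StringTie on version 1.0 of the genome annotation. The deposited values used here are FPKM (fragments per kilobase of exon, scaled to the mapped reads) for 17290 genes in each of the 4 libraries, without the quantile normalization that the study applied afterwards. They sum to 660467 and 657079 in low light replicates 1 and 2, and to 620285 and 620013 in high light replicates 1 and 2. FPKM hold no read counts, so the depth behind each value is unknown here. The 10 most abundant genes took 10.9% and 10.4% of this sum in low light, and 7.87% and 8.20% in high light. For the tests, a pseudocount of 1 was added, values were log2 transformed and quantile normalized, and high light was compared with low light in a limma linear model with moderated variance over all 17290 genes, with Benjamini-Hochberg adjustment. Genes were called activated or repressed at an absolute log2 fold change of at least 1 and an adjusted p below 0.05, the thresholds of the study, whose text names neither a pseudocount nor a filter on low values. Log2 fold changes are on this quantile-normalized log2(FPKM + 1) scale and can be smaller or larger than the ratio of mean FPKM gives. Fold changes given without log2 are ratios of mean FPKM as deposited, the form the study uses. With 2 libraries per condition, an exact permutation test of 1 gene cannot go below a two-sided p of 0.333, so none was used.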

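Of the 17290 genes in the annotation, 11201 (64.8%) had a mean FPKM of at least 1 in low light or in high light. The share depends on the minimum for detection. With an FPKM above 0 in at least 1 library it was 68.4% (11820 genes), and with an FPKM above 0 in all 4 libraries it was 61.1% (10557 genes). Requiring an FPKM of at least 1 in all 4 libraries left 57.8% (9991 genes). The number of genes above 0 in a single library was 11321 and 11308 in low light, and 11130 and 11096 in high light. In all 4 libraries, 5470 genes were listed at 0.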

We detected expression in 68.4% of the 17,290 genes in the current *K. nitens* genome annotation (Hori et al., 2014). We found that after 3 h of high light treatment 7.84% of the entire *K. nitens* genome was differentially expressed with respect to low light conditions. Specifically, we identified 677 activated and 678 repressed genes (Figure 1 and Supplementary Table 1). 

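The limma model called 691 activated and 607 repressed genes, 1298 in all or 7.51% of the 17290 genes. Of the 677 activated genes that Supplementary Table 1 lists, 596 were called activated, and of its 678 repressed genes 532 were called repressed. All 1355 listed genes had the listed direction, and their listed means equalled the means of the deposited FPKM within a tolerance of 0.0001. A further 170 called genes are not in that table. The adjusted p was at or above 0.05 for 137 of the listed genes, and the log2 fold change stayed under 1 in absolute value for 146 of them. With median scaling of log2 values, and with median scaling of FPKM, which was chosen after the values were seen, all 677 listed activated genes were called activated, and 628 and 615 of the listed repressed genes were called repressed. In the listed means, 88 activated genes have a ratio of high to low light under 2, the lowest being 1.83, while the highest ratio of a repressed gene is 0.443. At an unadjusted p below 0.05, 5520 genes differed. Library scaling shifted the split between the directions, since without quantile normalization 515 genes were activated and 876 repressed, and activated genes made up 37% of the called genes instead of 53.2%. Without normalization the median log2 fold change of the genes above 0 in all 4 libraries was -0.22, whereas it was 0.0035 after quantile normalization. Leaving out 1 library lowered the number of calls in each case, to 422 without low light replicate 1, 405 without low light replicate 2, 222 without high light replicate 1 and 227 without high light replicate 2. In these fits the lone library of a condition is assumed to vary like the replicates of the other.

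**Figure D1:**
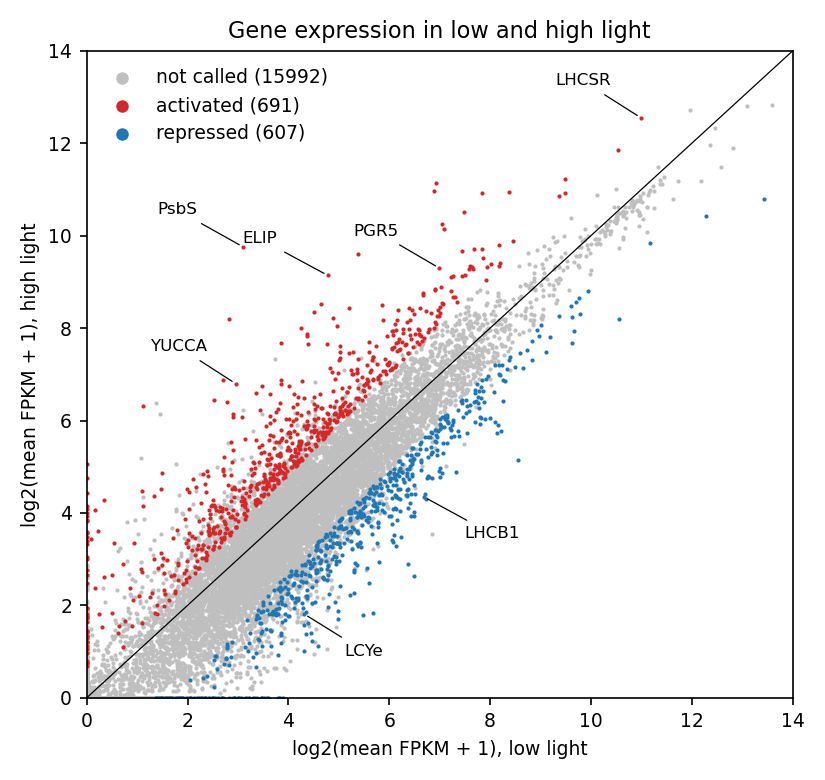
Mean expression of each gene in low light (horizontal axis) and in high light (vertical axis), as log2 of mean FPKM plus 1. Each point is 1 gene, red for the 691 activated genes, blue for the 607 repressed genes and grey for the others, and the line marks equal expression.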

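Of the 65 genes that the study names by identifier, 40 were called, 31 activated and 9 repressed, and 43 when p was adjusted over the list alone, which is not independent evidence because the study chose these genes on the same libraries. In 61 of the 65 genes both high light libraries lay on one side of both low light libraries, an arrangement that chance gives for 33.3% of genes. Of the called genes in this list, 12 kept the call without low light replicate 1, 12 without low light replicate 2, 3 without high light replicate 1 and 3 without high light replicate 2. These fits have fewer degrees of freedom, and a lost call need not mean a changed effect. Their error comes only from the condition that keeps both libraries. A kept or lost call, here and for single genes below, therefore reflects how close those replicates are, and not the weight of the library left out. With each library left out, 40 of the 40 called genes kept their direction, their log2 fold changes moved by at most 0.37, and 4 fell under 1 in absolute value in at least 1 case.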

Using AlgaeFUN (microALGAE FUNctional enrichment tool), we performed functional enrichment analysis based on GO terms to identify the cellular components and biological processes significantly affected by high light (Figure 1). The proteins encoded by differentially expressed genes, both activated and repressed genes, were significantly localized in the chloroplast thylakoid membranes indicating the initiation of a major chloroplast reprogramming. Specifically, proteins encoded by repressed genes were significantly associated with photosystems and cellular structures present during cell division such as condensed nuclear chromosomes and microtubules. Accordingly, photosynthesis, hexose biosynthesis, cell cycle, and DNA metabolism were significantly enriched processes in the repressed genes. This points to an arrest in the photosynthetic machinery and cell cycle progression as response to high light. Proteins encoded by activated genes are, in turn, significantly localized in cellular structures involved in *de novo* protein biosynthesis such as preribosomes and translation initiation factor 3′ complex. In particular, categories encompassing ribosome biogenesis, cytoplasmic translation initiation, and protein folding were significantly enriched in the activated genes. Moreover, response to oxidative stress, response to high light intensity, tetraterpenoid and carotenoid metabolism were identified as significantly activated processes. This suggests an activation of repair and protective mechanisms to damages caused by high light.

**FIGURE 1:**
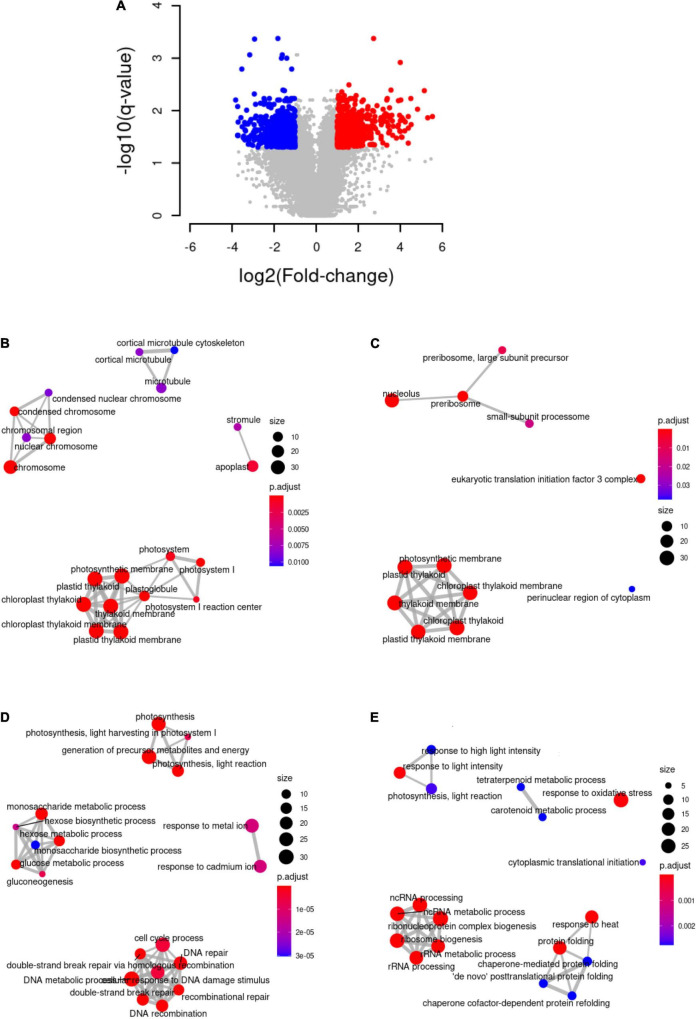
Differential gene expression analysis under high light intensity and functional enrichment analysis. **(A)** Volcano plot representing differentially activated (red), repressed (blue), and unaltered (gray) genes under high light when compared to low light. **(B)** Cellular components to which the proteins encoded by repressed genes are significantly associated. **(C)** Cellular components to which the proteins encoded by the activated genes are significantly associated. **(D)** Biological processes in which the proteins encoded by the repressed genes are significantly involved. **(E)** Biological processes in which the proteins encoded by the activated genes are significantly involved.

Metabolomic responses to 3 h of high light treatment in *K. nitens* were also analyzed. Six independent biological replicates were considered for both, high and low light conditions. We detected 69 different primary and secondary metabolites including most amino acids and some phytohormones, Supplementary Table 2. Significant differentially abundant metabolites were identified by performing the non-parametric Wilcoxon test using a *p*-value threshold of 0.05. We found 12 significantly more abundant and 8 less abundant metabolites under high light when compared to low light (Figure 2). For instance, under high light, we detected significant changes in specific carotenoids, accumulation of the amino acid tryptophan and the phytohormone indole-3-acetic acid (IAA).

**FIGURE 2:**
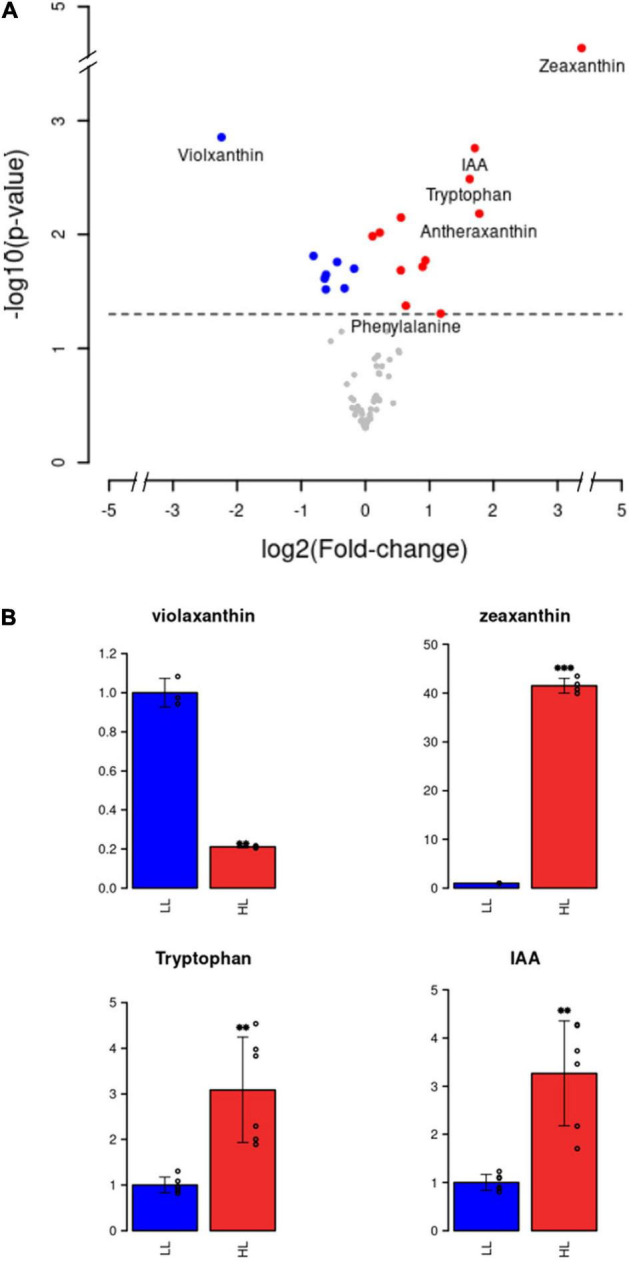
Differential metabolite abundance analysis under high light intensity. **(A)** Volcano plot representing more abundant (red), less abundant (blue), and equally abundant (gray) metabolites under high light when compared to low light. **(B)** Barplots representing the relative metabolite abundance under high light in red (HL) with respect to low light in blue (LL) for violaxanthin, zeaxanthin, tryptophan, and indole-3-acetic acid (IAA).

### An Activation of the Carotenoid Biosynthesis β-Branch and Xanthophyll Cycle Is Observed

Here, we present an integrated transcriptomic and metabolomic analysis of this specific photoprotective response to high light in *K. nitens* (Figure 3). The gene encoding the first enzyme in the carotenoid pathway and the main rate-limiting step, phytoene synthase (PSY, *kfl00019_0320*) was 1.53-fold activated after 3 h of high light treatment. Similarly, the genes encoding the next enzymes in the pathway producing lycopene, phytoene desaturase (PDS, *kfl00103_0130*), and ζ-carotene desaturase (ZDS, *kfl00496_0070*), were 1.88- and 1.64-fold activated, respectively. 

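FPKM of PSY was 43.3 ± 1.26 (SD, n = 2) in low light and 66.3 ± 0.245 (SD, n = 2) in high light, a ratio of 1.53. The difference exceeded the replicate spread, with a log2 fold change of 0.64 (standard error 0.02, adjusted p = 0.0149 from limma with Benjamini-Hochberg adjustment), but it lay under the log2 threshold of 1, and PSY is not listed in Supplementary Table 1. With each library left out in turn the limma adjusted p rose to between 0.0588 and 0.0962.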

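PDS rose from an FPKM of 34.9 ± 2.87 (SD, n = 2) to 65.6 ± 0.912 (SD, n = 2), and its log2 fold change of 0.94 came with a limma adjusted p of 0.0542, short of both thresholds. With median scaling in place of quantile normalization PDS was called, at a log2 fold change of 1.10 and a limma adjusted p of 0.00931. That setting also shifts genes listed at 0, and with median scaling of FPKM, chosen after this was seen, PDS was called at 1.11 and 0.0409. Over all alternatives the adjusted p ranged from 0.00931 to 0.275. ZDS was expressed at a lower level, 6.06 ± 1.08 (SD, n = 2) in low light and 9.90 ± 2.18 (SD, n = 2) in high light. Its replicates were farther apart relative to the difference, and the limma adjusted p was 0.142 for a log2 fold change of 0.96. With the genes of mean FPKM below 1 left out it was 0.0299, in a range over all alternatives of 0.0299 to 0.419. Both high light libraries were above both low light libraries in both genes.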

At this point carotenoid biosynthesis bifurcates into the ε-branch leading to lutein and the β-branch proceeding to β-carotene and the xanthophyll cycle. These two branches showed antagonist regulation in the response to high light in *K. nitens*. 

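The gene encoding lycopene epsilon cyclase had an FPKM of 18.9 ± 3.54 (SD, n = 2) in low light and 2.52 ± 0.0223 (SD, n = 2) in high light, so its mean was 7.49 times higher in low light. Pairing the libraries of each condition, the ratio of high to low light was 0.153 for low light replicate 1 with high light replicate 2 and 0.119 for low light replicate 2 with high light replicate 1. On the log2(FPKM + 1) scale the change was -2.15 (standard error 0.21, adjusted p = 0.0448 from limma). The call was kept without either low light library and lost without high light replicate 1 or high light replicate 2, with limma adjusted p between 0.0196 and 0.249.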

On the one hand, a strong gene repression of 7.49-fold was found for the enzyme funneling lycopene into the ε-branch, lycopene epsilon cyclase (LCYε, *kfl00536_0070*). Nonetheless, no significant change was observed in the carotenoids produced in this branch, α-carotene and lutein in contrast to the massive increase in this latest carotenoid observed in Chlorophyta as Chlamydomonas under high light (Ma et al., 2019). On the other hand, simultaneously, a strong gene activation of 2.52-fold was detected for the enzyme channeling lycopene into the β-branch, lycopene beta cyclase (LCYβ, *kfl00003_0600*) and of 2.24-fold for the enzyme β-carotene hydroxylase (BCH, *kfl00515_0050*) that converts β-carotene into zeaxanthin. This response has been also observed in Chlorophyta (Couso et al., 2012). 

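LCYβ had an FPKM of 40.9 ± 3.46 (SD, n = 2) in low light and 103 ± 11.5 (SD, n = 2) in high light, with a log2 fold change of 1.33 (standard error 0.11, adjusted p = 0.0387 from limma). BCH changed by a similar amount, from 39.6 ± 2.57 to 88.7 ± 0.475 (SD, n = 2 each), with a log2 fold change of 1.18 and a limma adjusted p of 0.0367. The difference between LCYβ and BCH in fold change was not tested. With each library left out in turn, the log2 fold change lay between 1.09 and 1.29 for BCH and between 1.22 and 1.41 for LCYβ.

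**Figure D2:**
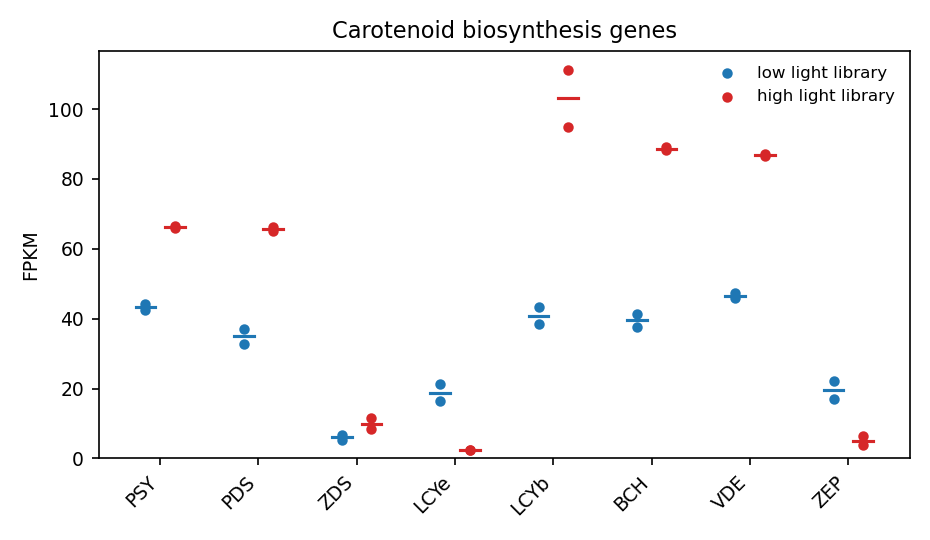
FPKM of the 8 carotenoid biosynthesis genes that the study names, with 1 point per library, blue for low light and red for high light, and a short line at the mean of the 2 libraries. The high light libraries lie below the low light libraries for LCYe (LCYε) and ZEP and above them for the other genes.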

Although, β-carotene content was similar under low and high light conditions, significant changes were found in the carotenoids constituting the xanthophyll cycle. Violaxanthin content decreased 4.73-fold whereas antheraxanthin and zeaxanthin contents were increased 3.44- and 41.5-fold, respectively, under high light when compared to low light. Accordingly, the gene encoding the enzyme involved in the xanthophyll cycle, violaxanthin de-epoxidase (VDE, *kfl00604_0070*) converting violaxanthin into antheraxanthin and zeaxanthin was activated 1.86-fold. Furthermore, the gene encoding zeaxanthin epoxidase (ZEP, *kfl00092_0060*) that catalyzes the synthesis of violaxanthin from zeaxanthin and antheraxanthin was 3.84-fold repressed under high light. 

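FPKM of VDE was 46.6 ± 0.916 (SD, n = 2) in low light and 86.8 ± 0.253 (SD, n = 2) in high light. The replicates were close, and the log2 fold change of 0.92 (standard error 0.04) had a limma adjusted p of 0.023. This is under the log2 threshold of 1, although Supplementary Table 1 lists VDE among the activated genes. With median scaling the log2 fold change was 1.09 and the gene was called, with a limma adjusted p of 0.0053. With median scaling of FPKM, a setting chosen after the values were seen that leaves genes listed at 0 unshifted, these were 1.10 and 0.0197. The range of the adjusted p over all alternatives was 0.0053 to 0.17.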

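ZEP fell from an FPKM of 19.6 ± 3.54 (SD, n = 2) to 5.10 ± 1.94 (SD, n = 2), with 22.1 and 17.1 in the low light libraries and 3.73 and 6.48 in the high light libraries. The log2 fold change of -1.50 had a standard error of 0.31 and a limma adjusted p of 0.11, so ZEP was not called, and it is not in Supplementary Table 1. Over the genes with a mean FPKM of at least 1 only, the limma adjusted p was 0.0172 and ZEP was called. Over all settings it ranged from 0.0172 to 0.369.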

In the xanthophyll cycle, the interconversion of violaxanthin into antheraxanthin and zeaxanthin, constitutes one of the major photoprotective mechanism in Embryophyta (Latowski et al., 2011) and Chlorophyta (Goss and Jakob, 2010). High light induces the mobilization of violaxanthin to zeaxanthin whereas low light or darkness produce the reverse reaction. De-epoxidation of violaxanthin to zeaxanthin enhances dissipation of excess excitation energy (NPQ) in the PSII antenna, thereby preventing inactivation and damage to the photosynthetic apparatus. NPQ is considered a fundamental mechanism for Streptophyta adaptation to terrestrial habitats (Pierangelini et al., 2017). Here, we specifically show that the xanthophyll cycle is part of the early transcriptomic and metabolomic response to high light intensity in the Charophyta *K. nitens*.

**FIGURE 3:**
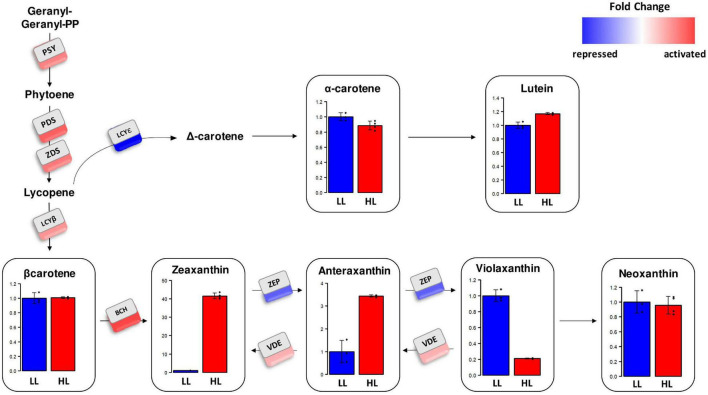
Gene expression level and relative carotenoid content in the carotenoid biosynthesis pathway in *Klebsormidium nitens* under high light (HL) and low light (LL). Expression fold change under high light compared to low light is represented for genes corresponding to the different enzymes involved in carotenogenesis in *Klebsormidium nitens*: phytoene synthase (PSY), phytoene desaturase (PDS), ζ-carotene desaturase (ZDS), lycopene epsilon cyclase (LCYε), lycopene beta cyclase (LCYβ), β-carotene hydroxylase (BCH), violaxanthin de-epoxidase (VDE), and zeaxanthin epoxidase (ZEP). Red squares represent strong activation whereas blue squares stand for strong repression. Barplots show relative carotenoid content under high light in red (HL) compared to low light in blue (LL).

### Chloroplast Retrograde Signaling Triggered by Oxidative Stress and Protein Misfolding Is Identified as a Response to High Light

Under high light conditions exceeding photosynthetic capacity, production of harmful ROS is unavoidable associated with electron transport in the photosystems. Excess electron leakage to molecular oxygen and incomplete water oxidation produce singlet oxygen (^1^O_2_), superoxide (O_2_^⋅⁣–^), hydrogen peroxide (H_2_O_2_), and hydroxyl radical (HO^⋅^) (Pospíšil, 2016). This triggers a signaling cascade communicating the chloroplast state to the nucleus termed retrograde signaling that ultimately induces the expression of nuclear genes. The evolution of this system has played a central role in plant terrestralization (Zhao et al., 2019; Calderon and Strand, 2021). Retrograde signaling induced by ROS is dependent on executer (EX, *kfl00184_0040*), whose gene expression was not affected in our experiment, and on the FtsH2 protease (*kfl00201_0150*) strongly activated in our study (Dogra et al., 2017, 2019b; Kim, 2020). Indeed, response to oxidative stress was one of the most significant GO term in our functional enrichment analysis over the activated genes in a response to high light treatment in *K. nitens*. 

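EX had an FPKM of 12.9 ± 1.60 (SD, n = 2) in low light and 16.2 ± 0.0676 (SD, n = 2) in high light, and its log2 fold change of 0.52 had a limma adjusted p of 0.0913. With the genes of mean FPKM below 1 left out that p was 0.0402, and over all alternatives it ranged from 0.0318 to 0.367, the lower end being that with median scaling of log2 values, where median scaling of FPKM gave 0.0853. FtsH2 rose from 289 ± 9.31 to 650.0 ± 24.5 (SD, n = 2 each), 2.25 times, with a log2 fold change of 1.05 (standard error 0.06, adjusted p = 0.0254 from limma). It lost the call with each of the 4 libraries left out, at limma adjusted p between 0.0758 and 0.175.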

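The catalase gene kfl01057_0030 had an FPKM of 197 ± 0.287 (SD, n = 2) in low light and 397 ± 13.0 (SD, n = 2) in high light, a ratio of 2.02. After quantile normalization its log2 fold change was 0.90 (standard error 0.02, adjusted p = 0.0145 from limma), which is below 1. It was called when the threshold was set on the ratio of mean FPKM, and also without normalization, with median scaling and with cyclic loess. Over all alternatives the limma adjusted p ranged from 0.0052 to 0.118, the lower end being that with median scaling of log2 values, where median scaling of FPKM gave 0.0207. The peroxiredoxin Q gene kfl00014_0230 rose from 83.3 ± 11.7 to 252 ± 8.60 (SD, n = 2 each), 3.02 times, with a log2 fold change of 1.52 and a limma adjusted p of 0.0361. The peroxiredoxin Q gene kfl00014_0250 is listed at 0 in both low light libraries and at 4.34 and 4.87 FPKM in the high light libraries, so no fold is given, and its limma adjusted p was 0.0141. The 2 peroxiredoxin genes lie near each other on scaffold kfl00014, and whether reads were shared between them was not tested. The call of kfl00014_0230 was lost with each library left out, and that of kfl00014_0250 was lost without low light replicate 1 or low light replicate 2, at limma adjusted p between 0.0175 and 0.218 over both genes.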

More than twofold activation was detected in genes encoding chloroplast targeted antioxidant enzymes such as catalase (CAT, *kfl01057_0030*) and peroxiredoxins Q (PRXQ, *kfl00014_0230* and *kfl00014_0250*) that, together with carotenoids such as zeaxanthin, contribute to ROS scavenging (Pinnola and Bassi, 2018). Under these conditions proteins suffer oxidative damage specifically but not limited to the active thiol groups of cysteine residues, which are oxidized to disulfide bonds (Cejudo et al., 2021). This produces major modifications in protein structure that can lead to misfolding and loss of function. The accumulation in the chloroplast of aberrant misfolded proteins also contributes to initiate retrograde signaling (Dogra et al., 2019a). In this respect, activation was identified for genes such as *kfl00120_0050* and *kfl00573_0030* encoding several thioredoxin-disulfide reductases (TRX) and *kfl00021_0420* corresponding to NADPH-dependent thioredoxin reductase (NTR). These enzymes constitute a system involved in oxidative damage avoidance by supplying reducing power to reductases repairing oxidized proteins (Vieira Dos Santos and Rey, 2006; Figure 4). Moreover, we found the activation of multiple chloroplast targeted chaperones, co-chaperones and chaperonins that would contribute to restore misfolded proteins, such as heat shock proteins 90 and 101 (HSP90, *kfl00002_0530* and HSP101, *kfl00387_0020*); chloroplast chaperonin 60 alpha and beta subunits (CPN60A, *kfl00113_0150* and CPN60B, *kfl00076_0150*), specifically involved in Rubisco correct folding (Zhao and Liu, 2018), and chloroplast GrpE involved in correct oligomerization of the photosynthesis-related light harvesting complex II (LHCII) in *Arabidopsis* (de Luna-Valdez et al., 2019). 

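The 3 genes changed by similar ratios of mean FPKM, 2.23 for kfl00120_0050, 2.86 for kfl00573_0030 and 2.10 for kfl00021_0420. FPKM of kfl00573_0030 was 23.0 ± 2.74 in low light and 65.9 ± 0.0144 in high light (SD, n = 2 each), with a log2 fold change of 1.56 (adjusted p = 0.0268 from limma). NTR lay just past the threshold, at a log2 fold change of 1.01 and a limma adjusted p of 0.0361, and kfl00120_0050 had 1.09 and 0.0461. Only kfl00573_0030 kept its call without either low light library, and none of the 3 kept it without high light replicate 1 or high light replicate 2, the limma adjusted p lying between 0.0477 and 0.251 over the 3 genes.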

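Ratios of mean FPKM in high over low light were 3.07 for HSP90, 2.21 for HSP101, 2.45 for CPN60A and 2.76 for CPN60B. HSP90 had the highest ratio of them, 50.6 ± 6.31 (SD, n = 2) in low light against 155 ± 18.5 (SD, n = 2) in high light, and with a limma adjusted p of 0.0552 it was not called at a log2 fold change of 1.58. With the genes of mean FPKM below 1 left out, its limma adjusted p was 0.008, in a range over all alternatives of 0.008 to 0.257. CPN60B rose from 83.6 ± 8.06 to 231 ± 0.861 (SD, n = 2 each; limma adjusted p = 0.042), and CPN60A reached an adjusted p of 0.0324 in the same limma fit. HSP101 was called at a limma adjusted p of 0.0498, and the call was lost with a pseudocount of 0.1 or without normalization, where it was 0.0508 and 0.0604, in a range over all alternatives of 0.00849 to 0.255, the lower end being that with median scaling of log2 values, where median scaling of FPKM gave 0.0386. CPN60B kept its call without either low light library and lost it without either high light library, whereas HSP101 and CPN60A lost theirs in each case, at limma adjusted p between 0.00882 and 0.255 over the 3 genes. The GrpE gene, which has no identifier in the text, was not analysed here.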

An example of a protein that suffers severe oxidative damage under high light stress is the D1 protein (PsbA) located at PSII reaction center. Specific tryptophan residues undergo oxidation in this protein triggering protein repair mechanisms (Dogra et al., 2019a). It has been shown that the aminoacids trypthophan and histidine easily suffer photooxidation (Huvaere and Skibsted, 2009). Recent studies have shown accumulation of tryptophan and phenylalanine under several environmental conditions as high light, drought, and temperature stress in Embryophyta (Galili et al., 2016). In this respect, our analysis shows that similar accumulation of the amino acids tryptophan, phenylalanine, and histidine takes place in a response to high light stress in Charophyta, like *K. nitens*, Supplementary Table 2.

**FIGURE 4:**
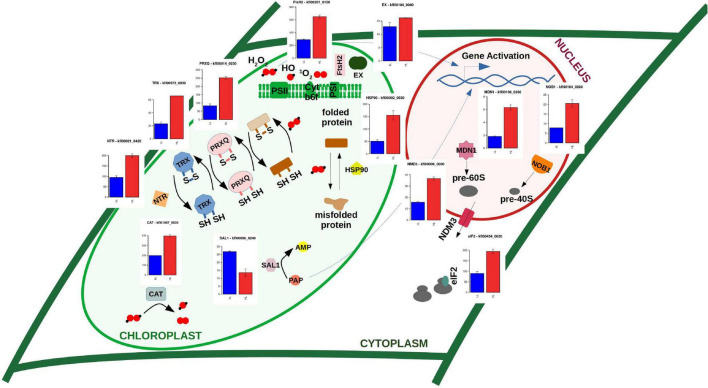
Gene expression level for enzymes involved in retrograde signaling triggered by high light oxidative stress inducing gene activation of protein repair mechanisms and *de novo* protein synthesis. Barplots represent gene expression measured in FPKM (Fragments per Kilobase of exon and million of Mapped reads) under high light in red (HL) and low light in blue (LL) for enzymes EX (executer), protease FtsH2, PRXQ (peroxiredoxin Q), TRX (thioredoxin), NTR (NADPH-dependent thioredoxin reductase), HSP90 (heat shock protein 90), CAT (catalase), SAL1 (inositol polyphosphate 1-phosphatase), midasin AAA ATPase 1 (MDN1), NIN/RPN12 binding protein (NOB1), nonsense-mediated decay 3 (NMD3), and eukaryotic translation initiation factor 2 (eIF2).

Concomitant to the activation of protein repair mechanisms we found significant activation of ribosome biogenesis and cytoplasmic translation initiation (Figure 1). For example, genes encoding nuclear enzymes involved in 18S, 40S, and 60S rRNA biogenesis (UTP15 *kfl00593_0050*, NOB1 *kfl00104_0280*, and MDN1 *kfl00198_0260*) were strongly activated. Similarly, the genes CRM1 (*kfl00518_0070*) and NMD3 (*kfl00006_0030*), encoding nuclear export systems of these ribosomal components, were also detected as more than twofold activated. 

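UTP15 rose 3.78 times, from an FPKM of 18.1 ± 1.58 to 68.3 ± 1.53 (SD, n = 2 each), and MDN1 3.49 times at a far lower level, from 1.81 ± 0.0835 to 6.30 ± 0.405 (SD, n = 2 each). NOB1 was at 7.89 ± 0.00375 and 20.5 ± 1.93 FPKM (SD, n = 2 each). All 3 were called by limma, at adjusted p of 0.0182, 0.0141 and 0.0216, with log2 fold changes of 1.97, 1.88 and 1.52 for UTP15, MDN1 and NOB1. Only UTP15 kept the call without either low light library, and none kept it without high light replicate 1 or high light replicate 2, at limma adjusted p between 0.041 and 0.144 over the 3 genes.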

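NMD3 rose from an FPKM of 15.8 ± 0.751 to 36.7 ± 1.41 (SD, n = 2 each), a ratio of 2.32, with a log2 fold change of 1.30 (standard error 0.02, adjusted p = 0.0129 from limma). CRM1 was at 19.3 ± 1.14 and 36.4 ± 3.51 (SD, n = 2 each), a ratio of 1.89. Its log2 fold change of 0.999 had a limma adjusted p of 0.0454 and fell just short of the threshold of 1, and with a pseudocount of 0.1 it was 1.03 and CRM1 was called, at a limma adjusted p of 0.0462, in a range over all alternatives of 0.00962 to 0.226, the lower end being that with median scaling of log2 values, where median scaling of FPKM gave 0.0419. NMD3 kept its call without either low light library and lost it without either high light library, at limma adjusted p between 0.0472 and 0.1.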

Additional activation was identified, for instance, in genes corresponding to eukaryotic translation initiation factor 2 (eIF2 *kfl00434_0020*) and 3 (eIF3 *kfl00078_0290*) (Figure 4). These strongly activated processes are required for *de novo* protein synthesis and, together with the previously described protein repair mechanisms, constitute part of the response to high light in *K. nitens*, contributing to maintain proteome homeostasis under this stress.

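eIF3 had an FPKM of 28.8 ± 0.831 (SD, n = 2) in low light and 63.5 ± 4.85 (SD, n = 2) in high light, with a limma adjusted p of 0.0236. The ratio of eIF2 was close to it, 2.16 against 2.21, but its replicates spread more, 90.0 ± 9.14 and 195 ± 10.8 (SD, n = 2 each), and at a limma adjusted p of 0.0619 it was not called. eIF3 kept its call without either high light library and lost it without low light replicate 1 or low light replicate 2, at limma adjusted p between 0.0319 and 0.141. In the fit on genes with a mean FPKM of at least 1, eIF2 was called with a limma adjusted p of 0.0117, in a range over all alternatives of 0.00881 to 0.291, the lower end being that with median scaling of log2 values, where median scaling of FPKM gave 0.0409.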

Besides, the retrograde signaling pathways induced by ROS and aberrant misfolded proteins discussed above, there exists another pathway regulated by the accumulation of 3′-phosphoadenosine-5′-phosphate (PAP). The inositol polyphosphate 1-phosphatase (SAL1) removes PAP preventing its accumulation. The gene encoding this enzyme *kfl00096_0240* was twofold repressed indicating a possible accumulation of PAP and an activation of the SAL1-PAP retrograde signaling pathway, as a response to high light intensity in *K. nitens*.

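FPKM of SAL1 was 27.1 and 26.6 in the low light libraries and 15.2 and 11.9 in the high light libraries, a ratio of high to low light of 0.504 between the means. After quantile normalization the log2 fold change was -0.78 (standard error 0.16), and with a limma adjusted p of 0.109 it was not called in any setting tried. The limma adjusted p ranged from 0.0267 to 0.375 over all settings.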

### Cyclic Electron Flow Is Strongly Induced as a Response to High Light

Photosynthetic electron flow operates in two modes, linear and cyclic (Suorsa, 2015). Our transcriptomic analysis unveiled an antagonist regulation of these two systems as a response to high light in *K. nitens*. The major route of electron transport in oxygenic photosynthesis is linear electron flow (LEF) initiated from water by harvesting sunlight and transferring excitation energy by LHCII to PSII and then through cytochrome b6f (Cytb6f) to photosystem I (PSI) and NADP+ toward the Calvin–Benson cycle. Proteins encoded by repressed genes during the response to high light in *K. nitens* were significantly associated with both photosystems resulting in a strong repression of photosynthesis and hexose biosynthesis (Figure 1). For example, we found more than twofold repression for genes corresponding to the LHCII protein LHCB1 (*kfl00098_0080*); to the PSII proteins PsbP (*kfl00239_0120*) and PsbW (*kfl00638_0030*); to the Cytb6f protein PetC (*kfl00433_0020*); and to the PSI proteins PsaD (*kfl00193_0150*) and PsaO (*kfl00283_0090*) (Figure 5). 

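Of these 6 genes, 5 were called repressed, with mean FPKM lower in high light by a factor of 5.25 for LHCB1, 2.74 for PsbP, 2.63 for PsbW, 3.66 for PsaD and 3.35 for PsaO, and limma adjusted p between 0.0138 and 0.0319. LHCB1 changed most, from 102 ± 7.67 to 19.4 ± 3.02 (SD, n = 2 each), a log2 fold change of -2.27. PetC fell from 439 ± 10.6 to 289 ± 6.49 (SD, n = 2 each), by a factor of 1.52. Its difference was larger than the replicate spread (log2 fold change -0.71, standard error 0.04, adjusted p = 0.0254 from limma) but under the threshold of 1, and it is not listed in Supplementary Table 1. Its limma adjusted p ranged from 0.00544 to 0.141 over all alternatives. Each of the 5 lost its call with each library left out, at limma adjusted p between 0.0577 and 0.166.

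**Figure D3:**
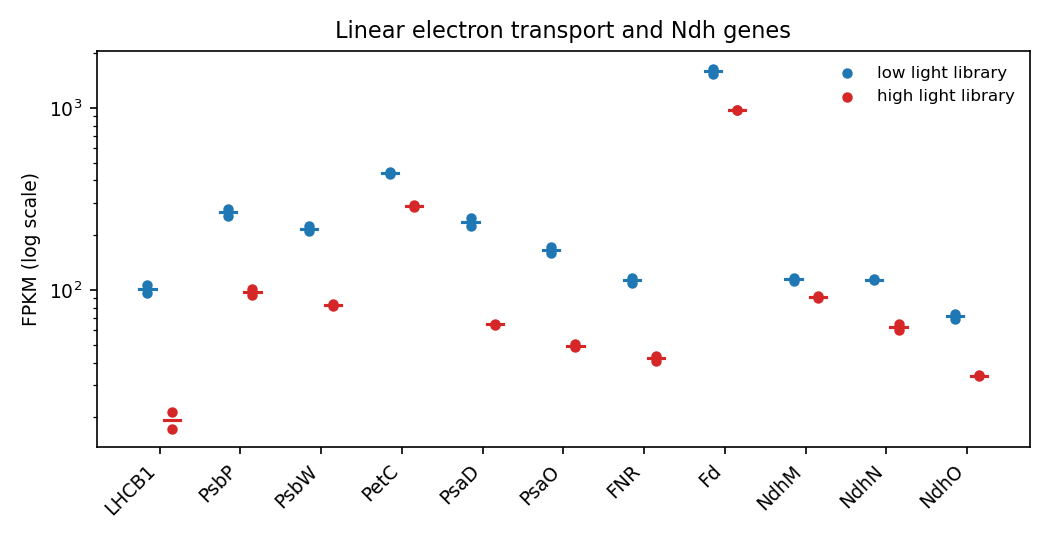
FPKM, on a log scale, of the linear electron transport and Ndh genes named in the study, with 1 point per library, blue for low light and red for high light, and a short line at the mean of the 2 libraries. Both high light libraries lie below both low light libraries in every gene shown, by the widest margin in LHCB1 and the narrowest in NdhM.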

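FNR (kfl00169_0050) had an FPKM of 113 ± 5.99 in low light and 42.2 ± 1.63 in high light (SD, n = 2 each), and was called with a log2 fold change of -1.39 and a limma adjusted p of 0.0309. Ferredoxin (kfl00017_0060) was at 1585 ± 78.0 in low light and 979 ± 0.725 in high light (SD, n = 2 each). It was lower in high light by a factor of 1.62, against 2.68 for FNR, and its log2 fold change of -0.70 (standard error 0.07, adjusted p = 0.0457 from limma) did not pass the threshold of 1. Over all alternatives that p ranged from 0.0109 to 0.26. The call of FNR was lost with each library left out, at limma adjusted p between 0.119 and 0.184.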

Funneling electrons from PSI to the Calvin–Benson cycle we found similarly repressed genes encoding ferredoxin-NADP-reductase (FNR, *kfl00169_0050*) and ferredoxin (Fd, *kfl00017_0060*). Correspondingly, gene repression was identified for all the enzymes involved in CO_2_ assimilation from the Calvin–Benson cycle. This indicates a strong repression of LEF in *K. nitens* under high light stress overexciting photosystems and producing electron excess that would damage them. Certainly, we observed lower values for PSII maximal efficiency (F_v_/F_m_) under high light 0.49, when compared to low light 0.66. As described in the previous section an excess of electrons at the PSI acceptor side results in reduction of molecular oxygen and generation of superoxide (O_2_^⋅⁣–^). The Mehler reaction or water–water cycle removes this harmful anion radical. In our transcriptomic analysis, we detected gene activation for enzymes in this cycle as superoxide dismutase (SOD, *kfl00631_0030*), converting O_2_^⋅⁣–^ to H_2_O_2_, and ascorbate peroxidase (APX, *kfl00460_0010*), which scavenges H_2_O_2_ with the aid of ascorbate to produce H_2_O and monodehydroascorbate radical (MDA). In turn, MDA is reduced by the MDA reductase (MDAR, *kfl00196_0050*) (Cardol et al., 2011). Nonetheless, the corresponding gene was found underexpressed in high light when compared to low light conditions. 

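SOD rose from an FPKM of 283 ± 6.97 to 433 ± 17.2 (SD, n = 2 each), 1.53 times. Its log2 fold change of 0.50 had a limma adjusted p of 0.047, under the threshold of 1. Over all alternatives this p ranged from 0.00619 to 0.223, the lower end being that with median scaling of log2 values, where median scaling of FPKM gave 0.0134. APX was at 18.3 ± 0.298 and 19.5 ± 1.35 (SD, n = 2 each), a ratio of 1.06, with 18.1 and 18.5 in the low light libraries and 18.5 and 20.4 in the high light libraries. The limma adjusted p of APX was 0.123 for a log2 fold change of 0.25, and neither gene was called in any setting tried. Over all alternatives the adjusted p of APX ranged from 0.0427 to 0.575, the lower end being that with median scaling of log2 values, where median scaling of FPKM gave 0.104.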

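FPKM of MDAR was 118 and 111 in low light and 116 and 108 in high light, so the libraries of the conditions overlapped and the ratio of means was 0.978. The log2 fold change of -0.08 was within the replicate spread (standard error 0.05, adjusted p = 0.468 from limma). Its direction depended on the scaling, as it was 0.17 with median scaling and 0.02 with cyclic loess normalization.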

Flavodiiron proteins (Flv, *kfl00041_0060*) constitute another enzymatic system involved in the water–water cycle photoreducing O_2_ to H_2_O. 

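Flv (kfl00041_0060) had an FPKM of 76.4 ± 2.80 (SD, n = 2) in low light and 55.1 ± 6.65 (SD, n = 2) in high light. The ratio of 0.722 goes towards lower expression in high light, with a log2 fold change of -0.43 that did not pass the limma test (adjusted p = 0.128).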

Although Flv genes can be found in Charophyta genomes (Chaux et al., 2017) no activation was identified suggesting their expression is not related to the response to high light in *K. nitens* (Figure 5).

**FIGURE 5:**
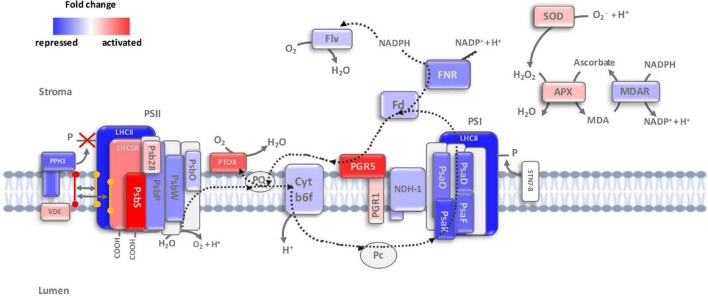
Electron flow through photosystems and non-photochemical quenching mechanisms dissipating excess light energy. Expression fold change under high light compared to low light is represented for genes corresponding to the different proteins involved in linear and cyclic electron flow, NPQ, state transitions and water-water cycle: violaxanthin de-epoxidase (VDE), light harvesting complex II (LHCII), LHC-like stress related (LHCSR) protein, photosystem II subunit S (PsbS), photosystem II subunit 28 (Psb28), photosystem II subunit P (PsbP), photosystem II subunit W (PsbW), photosystem II subunit O (PsbO), plastid terminal oxidase (PTOX), plastoquinone (PQ), cytochrome b6f (Cytb6f), proton gradient regulation 5 (PGR5), PGR-like 1 (PRGL1), NADH dehydrogenase-like complex (NDH), photosystem I subunit O (PsaO), photosystem I subunit K (PsaK), photosystem I subunit D (PsaD), photosystem I subunit F (PsaF), photosystem I subunit D (PsaD), photosystem I subunit F (PsaF), ferredoxin (Fd), ferredoxin-NADP-reductase (FNR), flavodiiron proteins (Flv), protein phosphatase 1 (PPH1), state transition 7/8 (STN7/8), superoxide dismutase (SOD), ascorbate peroxidase (APX) and monodehydroascorbate radical reductase (MDAR). Red represents strong activation whereas blue stands for strong repression under high light.

In contrast to LEF, our transcriptomic analysis unveiled a strong activation in CEF around PSI. In this route, electrons are recycled from Fd back to plastoquinone (PQ), creating a transthylakoid proton gradient, and leading to the production of only ATP (Figure 5). Indeed, we detected CEF activity as a clear transient increase in chlorophyll fluorescence after turning off actinic light by PAM in *K. nitens* cultures under high light that was not observed under low light (Figure 6). CEF has been identified as an essential regulatory process governing light acclimation and photosystems protection from ROS after high light exposure in Chlorophyta and Embryophyta (Iwai et al., 2010; Ma et al., 2021). Two different CEF pathways have been identified based on their different sensitivity to antimycin (Ravenel et al., 1994). The antimycin-insensitive CEF pathway is dependent on the NADH dehydrogenase-like complex (NDH). Even though this is the major pathway in cyanobacteria (Miller et al., 2021) and it plays crucial roles at low light intensity in Embryophyta such as rice (Yamori et al., 2015) and *Marchantia polymorpha* (Ueda et al., 2012), Ndh genes have disappeared from most Chlorophyta species including *Chlamydomonas*, *Chlorella*, *Scenedesmus*, and *Ostreococcus*. Nonetheless, Ndh genes are present in Charophytic genomes as *Chara* and *Mesostigma* (Peltier et al., 2010). Specifically, in *K. nitens*, several Ndh isoforms have been detected (Hori et al., 2014). However, all the Ndh subunits encoded by nuclear genes such as Ndh M/N/O (*kfl00053_0440*, *kfl00564_0070*, and *kfl00414_0120*) presented strong downregulation under high light (Figure 5). This suggests that the major CEF pathway in *K. nitens* under this stress is not dependent on the Ndh complex. 

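The 3 Ndh genes fell by different amounts. NdhO went from an FPKM of 71.7 ± 2.78 to 33.9 ± 0.196 (SD, n = 2 each), a factor of 2.12, and lay at the threshold with a log2 fold change of -1.001 and a limma adjusted p of 0.0153. It lost the call with median scaling, at a log2 fold change of -0.85, and with cyclic loess, at -0.97. In settings chosen after the values were seen, it also lost the call with median scaling of FPKM, at -0.846. Without organelle genes it fell just short of the threshold, at -0.999999. With each library left out its log2 fold change lay between -1.02 and -0.97, on both sides of the threshold, and NdhO lost the call each time. NdhN was lower in high light by a factor of 1.82 (log2 fold change -0.86, adjusted p = 0.0365 from limma). NdhM fell from 115 ± 3.40 to 91.6 ± 0.896 (SD, n = 2 each), a factor of 1.25. Its replicates were close and its limma adjusted p was 0.0252 for a log2 fold change of -0.35. With median scaling these were 0.145 and -0.12, and over all alternatives the limma adjusted p ranged from 0.0162 to 0.166 for NdhM and from 0.0113 to 0.185 for NdhN. None of the 3 is listed in Supplementary Table 1. From the fall of these genes the paper proposes that the major CEF pathway under this stress does not depend on the Ndh complex.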

In the antimycin-sensitive CEF pathway, the proteins proton gradient regulation 5 (PGR5, *kfl00020_0020*) and PGR-Like 1 (PRGL1, *kfl00342_0140*) are essential components. Genes corresponding to these proteins have been identified across Chlorophyta, Charophyta, and Embryophyta (Peltier et al., 2010; Hori et al., 2014; Yamamoto and Shikanai, 2019) which supports their relevance in the physiology of photosynthetic organisms. Although PGR5 plays a pivotal role in CEF, its function is not fully characterized. PGRL1 is a transmembrane protein with an iron cofactor, which is probably responsible for electron transfer from Fd to PQ (Ma et al., 2021). Both proteins PGR5 and PGRL1 need to operate jointly for efficient CEF to take place. 

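PGR5 (kfl00020_0020) had an FPKM of 126 ± 0.282 (SD, n = 2) in low light and 629 ± 11.6 (SD, n = 2) in high light, with a log2 fold change of 2.17 (standard error 0.02) and a limma adjusted p of 0.00655, the lowest of the 65 genes that the study names by identifier. It kept the call without either low light library and lost it without either high light library, where the limma adjusted p reached 0.0586. PGRL1 (kfl00342_0140) moved far less, from 158 ± 2.82 to 196 ± 1.78 (SD, n = 2 each). That difference is larger than the replicate spread, with a limma adjusted p of 0.0183, at a log2 fold change of 0.23. Over the genes with a mean FPKM of at least 1 only, that p was 0.164, and over all alternatives it ranged from 0.0125 to 0.275, the lower end being that with median scaling of log2 values, where median scaling of FPKM gave 0.0241.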

Our analysis unveiled a strong activation of 5-fold in the gene encoding PGR5 and a mild activation of 1.24-fold in the gene for PGRL1 indicating that this is the major CEF pathway in response to high light in *K. nitens*.

**FIGURE 6:**
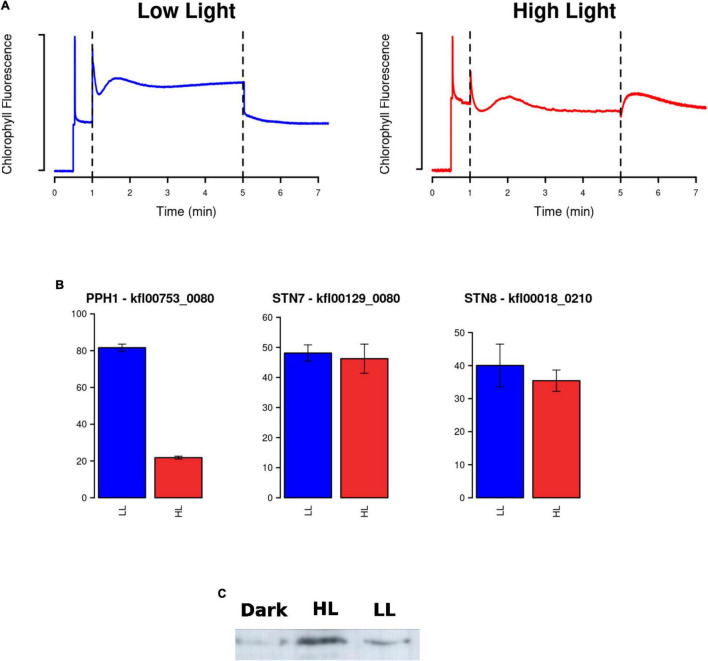
Measurement of cyclic electron flow (CEF), gene expression of enzymes involved in state transitions and identification of the response in PsbS protein abundance to light intensity. **(A)** Dark adapted *Klebsormidium nitens* cultures exposed to low light (blue) or high light (red) were subjected to actinic light after the first minute. CEF activity was detected after 5 min when actinic light was turn off and a clear transient increase in chlorophyll fluorescence was observed only for the high light cultures (red) using pulse-amplitude-modulation fluorometry. **(B)** Barplots representing gene expression measured in FPKM (Fragments per Kilobase of exon and million of Mapped reads) under high light in red (HL) and low light in blue (LL) for enzymes involved in state transitions: protein phosphatase 1 (PPH1) involved in dephosphorylation of light harvesting complex II (LHCII) associating it with photosystem II (PSII) and kinases State Transition 7/8 (STN7/8) involved in phosphorylation of LHCII associating it with photosystem I (PSI). **(C)** Identification of the PsbS protein abundance response using Western blotting with anti-PsbS antibody. Almost no PsbS protein was detected from cultures maintained under constant dark for 24 h (dark), whereas for cultures under high light (HL) greater PsbS protein abundance was observed when compared to low light (LL).

The redistribution of excitation energy between PSII and PSI by reversible phosphorylation of LHCII, known as state transitions, plays an important role in light response in plants (Mekala et al., 2015). In state I, LHCII is phosphorylated by the kinases State Transition 7/8 (STN7/8, *kfl00129_0080* and *kfl00018_0210*) separated from PSII and adhered to PSI. In state II, LHCII is dephosphorylated by protein phosphatase 1 (PPH1, *kfl00753_0080*), and moved back to PSII. In our transcriptomic data, we found a strong repression greater than threefold in the gene encoding PPH1 and no significant changes in the genes for STN7/8 (Figure 6). This suggests that, in a response to high light, *K. nitens* locks photosystems in state I maintaining LHCII bound to PSI which would protect PSII from excess light and allocate light energy to PSI further enhancing CEF.

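PPH1 fell from an FPKM of 81.6 ± 1.94 to 21.8 ± 0.777 (SD, n = 2 each), a factor of 3.74, with a log2 fold change of -1.78 (standard error 0.07, adjusted p = 0.0201 from limma), and lost the call with each library left out, at limma adjusted p between 0.0962 and 0.133. STN7 and STN8 had ratios of 0.961 and 0.885, and their low and high light libraries overlapped. The limma adjusted p was 1 for STN7 and 0.964 for STN8, and the sign of their log2 fold changes of -0.00836 and -0.09 changed with median scaling.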

Another system contributing to adjust the redox poise of the photosynthetic electron transport chain tuning the ratios between LEF and CEF is constituted by the concerted operation between plastid terminal oxidase (PTOX, *kfl00009_0280*) and NADH dehydrogenase (Rumeau et al., 2007). Our transcriptomic analysis showed 3.5-fold upregulation of the corresponding gene for PTOX in high light cultures similar to a common adaptation strategy in marine phytoplankton to high light conditions (Cardol et al., 2008). This system has also been proposed to act as a safety valve during photosynthesis, preventing over reduction of the PQ pool during light stress (Niyogi, 2000).

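PTOX had an FPKM of 86.9 ± 3.11 (SD, n = 2) in low light and 336 ± 29.7 (SD, n = 2) in high light, a ratio of 3.86 in mean FPKM. On the log2 scale the change was 1.89 (standard error 0.09, adjusted p = 0.0224 from limma). It kept its call without either high light library and lost it without either low light library, at limma adjusted p between 0.0346 and 0.136.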

### Photosystem II Subunit S and LHC-Like Stress Related Systems Are Simultaneously Activated Under High Light

Non-photochemical quenching plays an essential role in photoprotection dissipating excessive absorbed light energy as heat. Two different proteins for NPQ activation are known in Chlorophyta and Embryophyta, namely, the LHC-like stress related (LHCSR) protein and the PsbS. These two systems induce NPQ through different molecular mechanisms. LHCSRs are grouped under the so-called stress-induced chlorophyll-binding proteins (Dittami et al., 2010). The abundance of LHCSR increases under high light just as NPQ is induced (Peers et al., 2009). LHCSR homologs have been shown to be involved in NPQ in diatoms (Bailleul et al., 2010; Zhu et al., 2010). LHCSR binds pigments and is capable of efficiently dissipate excitation energy as heat. PsbS induces a reorganization of the photosynthetic apparatus by interfering with the formation of aggregates of thylakoid membrane proteins, thus allowing easy exchange and incorporation of xanthophyll cycle pigments into such structures. The structures formed in the presence of violaxanthin are characterized by minimized dissipation of excitation energy, whereas the structures formed in the presence of zeaxanthin show enhanced excitation quenching (Welc et al., 2021). It has been reported that NPQ relies mainly on PsbS in Embryophyta (Li et al., 2000) whereas in Chlorophyta the major role is played by LHCSR (Peers et al., 2009). Our study aims at contributing to the elucidation of these two systems in Charophyta as *K. nitens*.

Our transcriptomic analysis identified a strong overexpression of both systems under high light when compared to low light in *K. nitens*. Specifically, we detected a 3-fold activation of the gene *kfl00478_0030* corresponding to LHCSR and a massive upregulation of 114-fold in the gene encoding PsbS, *kfl00093_0070* (Figure 5). 

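LHCSR was already abundant in low light, with an FPKM of 2026 ± 177 (SD, n = 2), and reached 6002 ± 504 (SD, n = 2) in high light, a log2 fold change of 1.75 (standard error 0.11, adjusted p = 0.0293 from limma). PsbS rose from 7.56 ± 2.26 to 865 ± 46.9 (SD, n = 2 each). On scaffold kfl00093 of assembly ASM70883v1 the gene spans positions 34426 to 37618. The log2 fold change of PsbS of 6.80 (standard error 0.26, adjusted p = 0.0203 from limma) was the largest of the 691 activated genes. Because the low light values are small, the ratio is imprecise, and it was 98.2 for low light replicate 1 with high light replicate 2 and 139 for low light replicate 2 with high light replicate 1. In absolute FPKM the rise of LHCSR is larger than that of PsbS. LHCSR kept its call without either low light library and lost it without either high light library, at limma adjusted p between 0.00867 and 0.201, and PsbS lost it with each library left out, the limma adjusted p then lying between 0.05003 and 0.151. The paper proposes from the activation of both genes, together with its detection of the PsbS protein, that both systems are activated for NPQ in *K. nitens* under high light.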

Although the PsbS transcript has been detected previously in *K. nitens*, the identification of the corresponding protein remained elusive (Hori et al., 2014). Accumulation of the PsbS protein has only been detected in Charophyta, such as *Zygnema* and *Mesotaenium* (Gerotto and Morosinotto, 2013) and so, it was discussed that the PsbS system is only operational in late and not in early Charophyta as *K. nitens*. In contrast to these previous negative results, we were able to detect the protein PsbS in *K. nitens* protein extracts using Western blotting (Figure 6). We observed almost no detectable PsbS protein from cultures maintained under constant dark for 24 h whereas for cultures under low light a band corresponding to PsbS was detected whose level was increased in cultures under high light supporting a response of this system to increasing levels of light intensity (Figure 6).

Our results support the fact that, as a response to high light, both systems based on LHCSR and PsbS are strongly activated for efficient NPQ in early Charophyta as *K. nitens*. A similar response has been described for the Bryophyta *Physcomitrium patens* (Gerotto et al., 2012), which diverged from vascular plants early after land colonization. In this specie, both systems are also active, contributing to efficient NPQ. This suggests the co-existence of these two NPQ mechanisms from early Charophyta to Bryophyta during plant evolution, before the emergence of vascular land plants that eventually lost LHCSR while retaining PsbS instead (Pinnola, 2019).

### Genes Present Only in Streptophyta Are Induced as a Response to High Light Intensity

Based on sequence similarity, specific genes only found in Streptophyta were identified in *K. nitens*, as those without a significant homolog in Chlorophyta genomes (Hori et al., 2014). These genes could have played important roles in the adaptation of Charophyta to terrestrial environments, promoting land colonization by Streptophyta. According to this classification, we found 70 specific Streptophyta activated genes corresponding to 10% of the whole activated transcriptome in *K. nitens*. 

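Supplementary Table 1 gives an Arabidopsis best hit and no Chlamydomonas best hit for 70 of its 677 activated genes (10.3%). By the same criterion 67 of its 678 repressed genes (9.88%) are specific to Streptophyta. No difference between the shares was detected (odds ratio 1.05, two-sided Fisher's exact test, p = 0.788). Over the listed genes that the limma model also called they were 10.6% of 596 and 10.2% of 532 genes (p = 0.845 from the same exact test). Genes are not independent replicates.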

Several genes with significant sequence homology to transcription factors involved in development in Embryophyta were identified. For example, potential homolog genes of transcription factors regulating floral transition in *Arabidopsis* were found activated as *kfl00088_0250* (Homeobox 51), *kfl00396_0130* (Protodermal Factor 2), and *kfl00882_0020* (Terminal Flower 1). Similarly, we identified, as significantly activated, the genes *kfl00186_0090* and *kfl00862_0040* potential homologs of the transcription factors growth regulating factor 2 (grf2) and homeobox 2 (HB-2), respectively (Figure 7). These are regulators of cell growth, expansion and proliferation as a response to phytohormones in *Arabidopsis* (He et al., 2020). 

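TFL1 had the highest expression of these genes, 66.2 ± 8.19 FPKM in low light and 229 ± 2.15 in high light (SD, n = 2 each), with a log2 fold change of 1.73 and a limma adjusted p of 0.0254. HB-51 rose 4.58 times at a low level, from 1.53 ± 0.492 to 7.00 ± 0.828 (SD, n = 2 each). PDF2 changed from 5.77 ± 0.924 to 11.8 ± 0.813 (SD, n = 2 each), a ratio of 2.05. The limma adjusted p was 0.0409 for HB-51 and 0.0476 for PDF2, and both calls were lost with a pseudocount of 0.1, where the adjusted p was 0.0575 and 0.0508, and without normalization. Over all alternatives it ranged from 0.00694 to 0.232 for HB-51 and from 0.00834 to 0.256 for PDF2. TFL1 kept its call without either low light library and lost it without either high light library, and the other 2 lost theirs in each case, at limma adjusted p between 0.027 and 0.256 over the 3 genes.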

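FPKM of kfl00186_0090 (grf2) was 3.58 ± 0.255 (SD, n = 2) in low light and 8.28 ± 0.715 (SD, n = 2) in high light, with a log2 fold change of 1.41 and a limma adjusted p of 0.0337. HB-2 (kfl00862_0040) is listed at 0 in low light replicate 1 and at 0.246 in low light replicate 2, against 4.22 and 4.23 in the high light libraries. A fold computed on these low light values rests on 1 library, and on the log2(FPKM + 1) scale the change was 2.51 (standard error 0.08, adjusted p = 0.0172 from limma). With a pseudocount of 0.01 HB-2 was not called, at a limma adjusted p of 0.0701 in a range over all alternatives of 0.00408 to 0.158. It kept the call without either low light library and lost it without either high light library, while grf2 lost its call in each case, at limma adjusted p between 0.0233 and 0.197 over both genes.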

Genomic studies have unveiled certain types of primitive land plant signaling pathways for phytohormone response in *K. nitens* (Holzinger and Becker, 2015; Holzinger and Pichrtová, 2016). These primitive phytohormone systems may be involved in various responses to harsh environmental stresses on land in this early Charophyta (Hori et al., 2014). Our metabolomic analysis identified the presence of the phytohormones salicylic acid (SA), gamma-aminobutyric acid (GABA), ABA, indole-3-carboxylic acid (ICA), and IAA in *K. nitens* cultures, Supplementary Table 2. None of these phytohormones changed significantly except IAA with a threefold increase under high light (Figure 2). Auxins are synthesized from tryptophan through a pathway where the protein YUCCA plays a central role. As described previously, our metabolomic analysis found a significant threefold increase in tryptophan abundance under high light that could be related to the increase in IAA content. Moreover, the gene *kfl00109_0340* encoding YUCCA exhibited a large 16-fold increase in expression in a response to high light in *K. nitens*. 

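YUCCA had an FPKM of 5.68 and 7.82 in the low light libraries and 115 and 106 in the high light libraries, a ratio of means of 16.3. At a log2 fold change of 4.03 (standard error 0.23, adjusted p = 0.0271 from limma) it ranks 18 among the 691 activated genes. The call was lost without any one of the libraries, the limma adjusted p then lying between 0.063 and 0.183.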

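AFB3 (kfl00434_0030) rose 2.81 times, from 14.9 ± 1.40 to 41.9 ± 2.30 FPKM (SD, n = 2 each), and EXP (kfl00426_0080) 3.53 times, from 89.2 ± 6.53 to 315 ± 10.9 FPKM (SD, n = 2 each). Their log2 fold changes were 1.57 and 1.76, at limma adjusted p of 0.029 for AFB3 and 0.0286 for EXP. Both lost the call with each library left out, at limma adjusted p between 0.079 and 0.188.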

Other Streptophyta specific genes involved in auxin sensing and response such as the receptor *kfl00434_0030* (auxin signaling F-box 3, AFB3) and *kfl00426_0080* (expansin, EXP) were also significantly activated under high light (Figure 7). Nevertheless, no significant change was observed in the gene *kfl00071_0010* encoding the single PIN auxin transporter protein identified in *K. nitens*. However, the expression of the related gene *kfl00192_0040*, encoding a sterol 4-alpha-methyl-oxidase (SMO), was also increased under high light. It has been suggested that SMO enzymes affect the polar localization of PIN altering developmental processes in Embryophyta (Zhang and Li, 2016). 

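PIN was at 3.74 and 3.31 FPKM in low light and at 2.34 and 3.80 in high light. The ratio of means was 0.871, whereas the log2 fold change after quantile normalization was 0.32 with a standard error of 0.23, so the sign of the change depends on the scaling, and without normalization it was -0.17. The limma adjusted p was 0.546.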

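FPKM of SMO was 15.9 ± 0.591 (SD, n = 2) in low light and 36.6 ± 2.49 (SD, n = 2) in high light, a ratio of 2.30 and a log2 fold change of 1.29 (standard error 0.04, adjusted p = 0.0171 from limma). The call was lost with each library left out, at limma adjusted p between 0.074 and 0.106.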

Auxins has been described to induce cell elongation in plants (Ma and Li, 2019). Although no phenotypic change was apparent after 3 h of high light treatment, we could observe significant cell elongations (*p*-vale 1.3 × 10^–11^) in *K. nitens* filaments after 72 h (Figure 8). Nonetheless, the observed cell elongation could be produced by the arrest in cell cycle identified in our functional enrichment analysis (Figure 1) rather than on the activation of IAA responsive genes such as EXP (Ohtaka et al., 2017).

**FIGURE 7:**
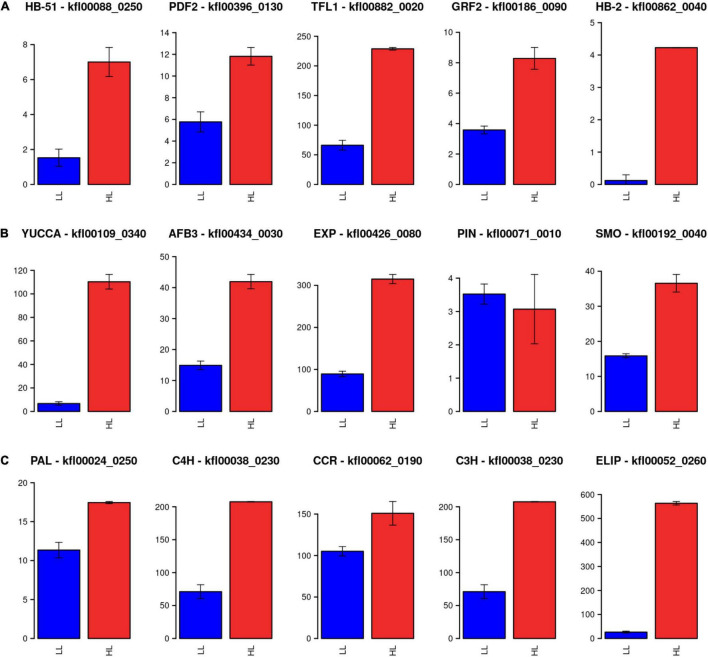
Expression level for Streptophyta exclusive genes. **(A)** Barplots representing gene expression measured in FPKM (Fragments per Kilobase of exon and million of Mapped reads) under high light in red (HL) and low light in blue (LL) for potential homolog genes of transcription factors regulating floral transition in *Arabidopsis*: Homeobox 51 (HB-51), Protodermal Factor 2 (PDF2), and Terminal Flower 1 (TFL1). **(B)** Barplots representing gene expression measured in FPKM (Fragments per Kilobase of exon and million of Mapped reads) under high light in red (HL) and low light in blue (LL) for potential homolog genes involved in auxin biosynthesis, sensing, and response in *Arabidopsis*: YUCCA, auxin signaling F-box 3 (AFB3), expansin (EXP), PIN, and sterol 4-alpha-methyl-oxidase (SMO). **(C)** Barplots representing gene expression measured in FPKM (Fragments per Kilobase of exon and million of Mapped reads) under high light in red (HL) and low light in blue (LL) for potential homolog genes involved in the phenylpropanoid pathway: phenylalanine ammonia-lyase (PAL), cinnamate 4-hydroxylase (C4H), cinnamoyl-CoA reductase (CCR), and 4-coumarate 3-hydroxylase (C3H). The high activation of early light induced protein (ELIP) is also shown.

**FIGURE 8:**
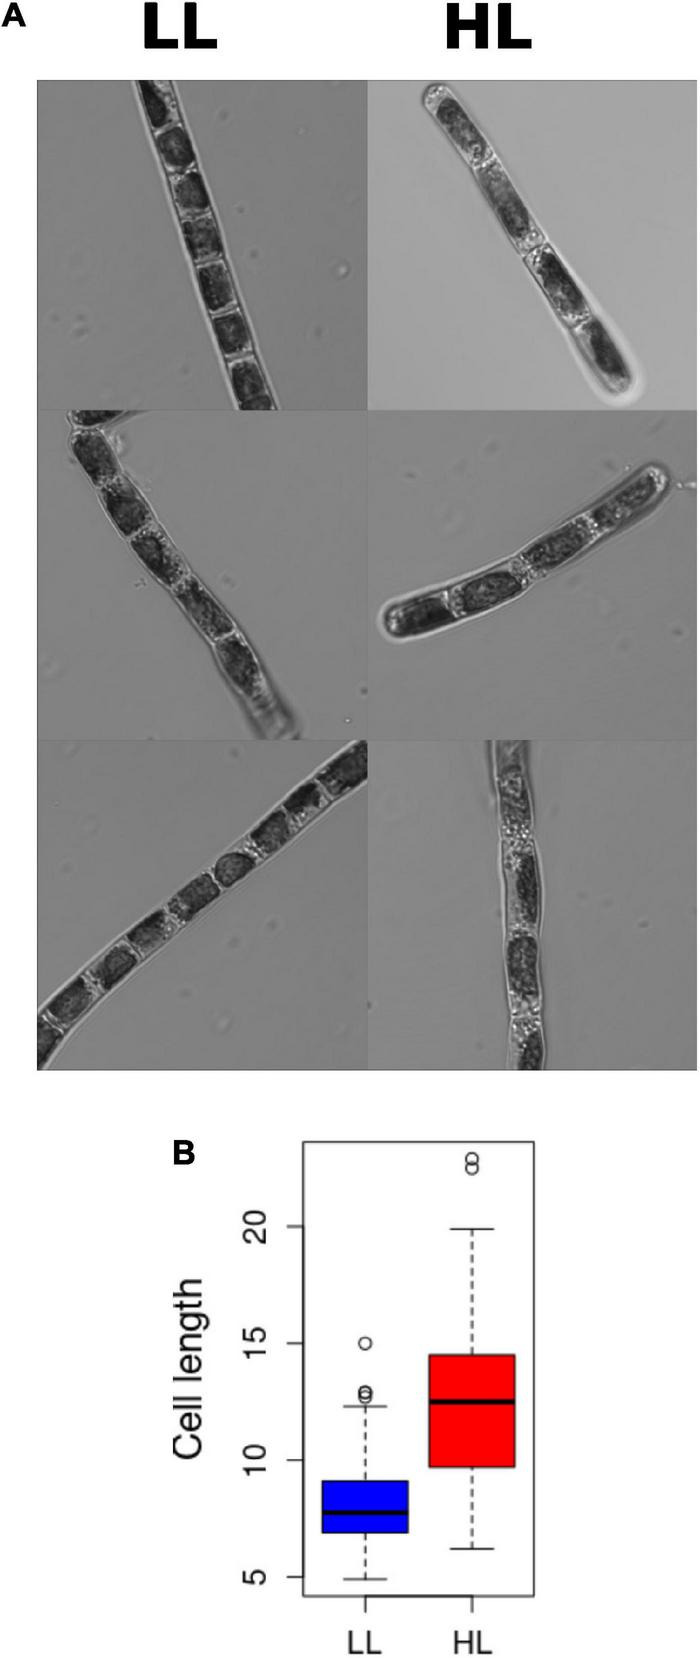
*Klebsormidium nitens* cell elongation under high light. **(A)** Confocal images of *Klebsormidium nitens* cells under low light (LL) on the left and high light (HL) on the right. **(B)** Boxplot representing the significative increase in cell elongation under high light (HL) in red when compared to low light (LL) in blue.

The phenylpropanoid pathway was considered to be an important Embryophyta specific source for metabolites relevant to environmental stresses. Nonetheless, candidate homologous genes codifying for enzymes acting at different steps in this pathway have recently been identified in *K. nitens* (de Vries et al., 2021). Concomitant to an increase in the aromatic amino acid phenylalanine, input to this pathway (Figure 2), some of these genes were found activated under high light stress in our study (Figure 7). Specifically, one of the candidate genes encoding phenylalanine ammonia-lyase (PAL) *kfl00024_0250* was 1.53-fold activated. 

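FPKM of this gene was 11.4 ± 0.986 (SD, n = 2) in low light and 17.5 ± 0.134 (SD, n = 2) in high light, a ratio of 1.54. The log2 fold change of 0.80 had a limma adjusted p of 0.0337 and did not reach the threshold of 1. Over the alternatives that kept all 4 libraries, the limma adjusted p ranged from 0.00887 to 0.138. The lower end was that with median scaling of log2 values, where median scaling of FPKM gave 0.0316.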

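The gene kfl00038_0230 had an FPKM of 71.1 ± 10.5 (SD, n = 2) in low light and 208 ± 0.389 (SD, n = 2) in high light. Its log2 fold change was 1.51 (standard error 0.11, adjusted p = 0.0342 from limma), and the call held without either low light library but not without high light replicate 1 or high light replicate 2, at limma adjusted p between 0.0287 and 0.215.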

Although no clear cinnamate 4-hydroxylase (C4H) homolog has been determined in *K. nitens* one of the candidates *kfl00038_0230* was 3-fold activated. Similarly, candidates for 4-coumarate 3-hydroxylase (C3H), *kfl00038_0230*, and cinnamoyl-CoA reductase (CCR), *kfl00062_0190*, were 2.92- and 1.43-fold activated, respectively.

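As C3H and C4H candidates share the gene kfl00038_0230, both values describe 1 ratio of mean FPKM, 2.92. CCR was at 105 ± 5.61 FPKM in low light and 151 ± 14.2 in high light (SD, n = 2 each), a ratio of 1.44. Both high light libraries were above both low light libraries, but the log2 fold change of 0.45 had a limma adjusted p of 0.148, and CCR was not called in any setting tried. With median scaling of log2 values the log2 fold change was 0.72, and over all alternatives the adjusted p ranged from 0.0193 to 0.422, the lower end being that with median scaling of log2 values, where median scaling of FPKM gave 0.0644.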

Early light induced proteins (ELIPs) were thought to be Embryophyta specific stress responsive mechanisms (Adamska et al., 1992). Nonetheless, ELIPs have been found activated in Charophyta under abiotic stresses such as heat and desiccation (Holzinger et al., 2014; De Vries et al., 2018; Rippin et al., 2019b; de Vries et al., 2020). In our study, genes codifying for ELIPs were among the most activated ones under high light stress, for example, *kfl00052_0260* was more than 21-fold activated (Figure 7).

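The ELIP gene kfl00052_0260 had an FPKM of 26.5 ± 4.01 (SD, n = 2) in low light and 563 ± 7.29 (SD, n = 2) in high light, a ratio of 21.3. With a log2 fold change of 4.37 (standard error 0.17, adjusted p = 0.0201 from limma) it ranks 8 among the 691 activated genes. The call was kept without either low light library and lost without either high light library, at limma adjusted p between 0.0105 and 0.152. Other ELIP genes, for which the text gives no identifier, were not analysed here.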

## Conclusion

*Klebsormidium nitens*, as a representative of early Charophyta, exhibit the co-existence of high light response mechanisms that are also detected in Chlorophyta and Embryophyta. Assuming that these systems have not independently arisen in *K. nitens*, our results support a model by which the streptophyte ancestor of land plants conserved features of its chlorophyte relatives and also developed new signaling responses to high light that promoted the transition to land and the emergence of Embryophyta. *K. nitens* possesses a tight and fast chloroplast retrograde signaling, possibly mediated by ROS and the SAL1-PAP pathways, as suggested by the downregulation of the *SAL1* gene. This system, after only 3 h of high light, induces gene expression and accumulation of specific metabolites to overcome this stress, especially relevant in terrestrial environments. Precisely, mechanisms common to Chlorophyta and Embryophyta are induced such as the xanthophyll cycle, with VDE activation and ZEP repression, leading to the accumulation of zeaxanthin; and protein repair mechanisms based on the NTR-TRX-PRX system. Further photoprotective mechanisms were identified such as the downregulation of LEF and the upregulation of CEF, with the specific activation of PGR5 and repression of Ndh components, and PPH1 locking LHCII in state I associated with PSI. More interestingly, the simultaneous strong activation of NPQ mechanisms specific to Chlorophyta, as LHCSR, and to Embryophyta, as PsbS, were detected. Finally, specific Embryophyta systems for auxin synthesis, sensing, and response were activated leading to an increase in auxin content with the concomitant accumulation of amino acids such as tryptophan, histidine, and phenylalanine. Moreover, specific genes in the phenylpropanoid pathway and ELIPs were also activated in our study. All these systems could have been major facilitators for plants conquest of terrestrial environments since they would have enabled an adaptation of land plants algal ancestors to high light, one of the major stressors for Charophyta in terrestrial habitats.

## Data Availability Statement

The raw and processed datasets generated and analyzed in this study can be found in the Gene Expression Omnibus data base identified with the accession number GSE198330 (https://www.ncbi.nlm.nih.gov/geo/). Raw sequencing data can be accessed from the Sequence Read Archive (https://www.ncbi.nlm.nih.gov/sra) identified with the accession number PRJNA814727. Raw UPLC/MS metabolomic data can be accessed from the database MetaboLights (https://www.ebi.ac.uk/metabolights/) using the identifier MTBLS4467.

## Author Contributions

MM-P and MEG-G performed the experiment, collected the samples, processed them for metabolomic analysis, and generated and analyzed the confocal microscopy images. ES-P and AR-L extracted and purified the RNA for sequencing. ES-P, AR-L, and FR-C performed the transcriptomic and metabolomic data analysis, visualization of the results, and carried out PAM measurements and analysis. IC, ES-P, and AR-L performed the protein extraction, SDS-PAGE, and Western blotting analysis. FR-C and MG-G designed the experiments, supervised the research, interpreted the results, and wrote the manuscript. All authors read and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

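RNA-seq was measured in 4 cultures of *K. nitens*, 2 in low light (50 µE m-2 s-1) and 2 after 3 h of high light (1500 µE m-2 s-1). The authors mapped the reads with HISAT2 and quantified genes with StringTie in their MARACAS pipeline, on version 1.0 of the genome and annotation. The deposited values are FPKM of 17290 genes per library. They are not quantile normalized, as the median FPKM of the genes above 0 in all 4 libraries ranged from 14.4 to 17.2 between libraries. All 4 columns were matched to a sample by name, and the replicates were kept separate. FPKM hold no counts, so the depth per gene is unknown and no interval that needs it is given. The replicate spread is the only measure of error used.

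From these values, log2(FPKM + 1) was quantile normalized and high light was compared with low light in limma 3.58.1 (R 4.3.3) with moderated variance without a trend, over all 17290 genes, with Benjamini-Hochberg adjustment. Activated genes have a log2 fold change of at least 1 and repressed genes of at most −1, at an adjusted p below 0.05. The study's text gives limma, quantile normalization and both thresholds, and the pseudocount of 1 and the absence of a filter were choices made before the data were examined. Fold changes without log2 are ratios of mean FPKM. SDs are over 2 libraries. Supplementary Table 1 was compared with the calls in full, 677 activated and 678 repressed genes. Fisher's exact test was computed with scipy 1.17.1 and the shuffles of adjacent genes with numpy 2.4.6 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

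The limma step was tested on simulated data made from these libraries, in 10 simulations of high light against low light with 200 genes of at least 5 FPKM in low light changed by a factor of 4. With all 17290 genes in the fit it recovered 12.3% of the changed genes on average, with 0.4 unchanged genes called, and with the 11820 genes above 0 in at least 1 library it recovered 65.15%, with 4.7 unchanged genes called. No changed gene was called in the wrong direction, and the median error of the estimated log2 fold change was on average -0.0096. The simulation changed 200 genes, whereas 2312 genes had an adjusted p below 0.05 in the data. Recovery under this adjustment depends on the share of changed genes, so these percentages do not give the power in the data.

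The genes named are the 65 whose identifiers the study gives in its text, and the 2 genes with the largest and the 2 with the smallest log2 fold change among called genes whose high light libraries both lie on one side of both low light libraries and whose mean FPKM is at least 1 in the higher condition. PsbS falls under both parts. Mean FPKM in Supplementary Table 1 had been seen when the rule was set. Identifiers were matched by locus number to the reference gene table of assembly ASM70883v1, for 16278 of the 17290 features. The study names version 1.0 of the assembly and annotation, without the name ASM70883v1. That table gives no product names for nuclear genes, so the gene set tests planned on product names were not run. Alternatives covered the pseudocount, a filter on low values, no normalization, median scaling, cyclic loess, a variance trend, a replicate block, each library left out in turn, a stricter adjusted p, a threshold on the FPKM ratio and other minimums for detected expression. Ranges of adjusted p over all alternatives or settings also take in the settings added after the result was seen. Median scaling of log2 values shifts genes listed at 0 and left 11512 genes at an adjusted p below 0.05, so median scaling of FPKM, which leaves them at 0, was added, with 2439. GO enrichment, metabolites, fluorometry, protein blots and cell length were not analysed here.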

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

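The tests of scaling and of the library pairs in this part were chosen after the result was seen, and that of adjacent genes before.

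The gene kfl00458_0030, which the paper's text does not name although Supplementary Table 1 lists it, stood out because it rose far above its low light level outside the genes discussed. Its FPKM was 6.87 and 5.27 in low light and 286 and 299.8 in high light, a ratio of 48.3, with a log2 fold change of 5.53 (standard error 0.15, adjusted p = 0.0153 from limma), rank 2 after PsbS among the activated genes. That table gives it no best hit in Arabidopsis or in Chlamydomonas. Scaling of the libraries is argued against, as the lowest log2 fold change under no normalization, median scaling of either kind and cyclic loess was 5.39. A difference between the library pairs that differ in organelle RNA is argued against too, because the lower of the ratios within those pairs was 43.6. Reads shared with adjacent genes are argued against as the whole of the rise, since the neighbours kfl00458_0020 and kfl00458_0040 had a mean of 43.3 FPKM and of 0 in high light against 293 for the gene. Reads shared with a paralog elsewhere in the genome were not tested and stay open. A response of this gene to high light is a hypothesis, found and tested on the same 4 libraries. The call was kept without either low light library and lost without high light replicate 1 or high light replicate 2, at limma adjusted p between 0.04 and 0.126.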

How the results depend on the processing

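The fits restricted to genes above 0 in at least 1 library, the crossed block, median scaling of FPKM and the fit without organelle genes were chosen after the data were seen. Gene set tests by product name were planned and not run, because the gene table gives no product names for nuclear genes.

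With 691 activated and 607 repressed genes, 40 study-named genes called (43 over the list alone) and 1128 genes shared with Supplementary Table 1 as the starting point, a pseudocount of 0.1 or 0.01, no normalization, cyclic loess, the variance trend, the threshold on the FPKM ratio, median scaling of FPKM and removal of organelle genes each left these counts within 1.5 times. The filter at a mean FPKM of 1 gave 1212 activated and 1222 repressed genes, and the fit on genes above 0 gave 1199 activated and 1216 repressed genes. Median scaling of log2 values gave 1169 activated and 1373 repressed genes. It also shifts genes listed at 0 by a constant per library, which left 11512 genes at an adjusted p below 0.05, against 2439 with median scaling of FPKM, which leaves them at 0 and gave 778 activated and 616 repressed genes. An adjusted p below 0.01 left 28 activated and 25 repressed genes, 1 study-named gene and 51 shared genes.

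With each library left out, 141 to 180 genes were activated and 75 to 242 repressed, 3 to 12 study-named genes were called and 116 to 265 were shared with Supplementary Table 1. On genes above 0 alone, leaving out a library left 0 calls in limma each time, against 4534 to 5269 genes at an unadjusted p below 0.05. Over the list alone, 27 to 44 study-named genes passed with a library left out. Fewer libraries leave fewer degrees of freedom in these fits, and their error comes only from the condition that keeps both libraries.

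The low and high light libraries share only a replicate number. With the replicate block limma called 0 genes activated, 0 repressed, 0 study-named and 0 shared genes, against 4365 genes at an unadjusted p below 0.05, and on genes above 0 in at least 1 library the block called 1159 activated and 1190 repressed genes. Same-numbered libraries deviated from their group means with a correlation across genes of -0.187, and of 0.0413 without the organelle features. Crossing the pairs gave 0 calls in limma with all genes, against 4383 at an unadjusted p below 0.05, and 1181 activated and 1200 repressed genes on genes above 0.

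The number of expressed genes stayed within 1.5 times at each minimum, and the odds ratio of streptophyte-specific genes was 1.05 and 1.05, on the same side of its test. Ratios of mean FPKM moved by more than the replicate spread for 51 named genes after median scaling. For 17 the fold from quantile-normalized values lay outside that spread. That fold is 2 to the power of the log2(FPKM + 1) change, so its form and pseudocount differ as well as the scaling. No called study-named gene changed direction. Of those not called, MDAR reversed to 0.17 with median scaling, 0.0168 with cyclic loess and 0.18 with median scaling of FPKM. STN7 reversed to 0.14, 0.0285 and 0.15 in those settings, and with a library left out lay between −0.13 and 0.11. STN8 reversed to 0.0378 with median scaling and 0.0452 with median scaling of FPKM, and lay between −0.24 and 0.0555 with a library left out. PIN reversed to −0.17 without normalization and −0.00995 with median scaling of FPKM. The cause of these changes was not tested. FPKM give no depth, so what depth limits could not be assessed.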

Differences from the paper's values

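The settings chosen after the result was seen are named as such where they appear. No count, share or fold change that the paper states differed by more than 1.5 times from the value obtained with the pseudocount of 1, quantile normalization and all genes and libraries, settings set before the data were examined, with fold changes taken as ratios of mean FPKM as deposited. An alternative also set beforehand took folds as 2 to the power of the quantile-normalized log2(FPKM + 1) change. For LCYe it gave 4.45 against the paper's 7.49. This form is not a ratio of mean FPKM, and its pseudocount of 1 adds to the gap. The log2 fold change of LCYe was -2.15 with that pseudocount and -2.47 with a pseudocount of 0.01. Alternatives that moved the counts further are given with the dependence on the processing. For PTOX the ratio was 3.86 against the paper's 3.5. For detected expression the value was 64.8% against the paper's 68.4%, and a minimum of FPKM above 0 in at least 1 library, also set beforehand, gave 68.4%.

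Some statements on single genes were not matched. Of the genes given as changed by more than a factor of 2, PetC fell by a factor of 1.52 and CRM1 rose by a factor of 1.89, whereas CAT, kfl00014_0230, NMD3, LHCB1, PsbP, PsbW, PsaD and PsaO passed a factor of 2. CRM1 was called under a pseudocount of 0.1 or 0.01, median scaling and cyclic loess. In settings chosen after seeing the values it was also called under median scaling of FPKM and without organelle genes, which do not call 63 and 218 of the 1355 genes of Supplementary Table 1. PetC was called in none. APX, given as activated, had a ratio of 1.06 and a limma adjusted p of 0.123, while SOD in the same cycle rose 1.53 times. MDAR, given as underexpressed, had a ratio of 0.978 and a limma adjusted p of 0.468. Of the Ndh genes given as strongly downregulated, NdhM fell by a factor of 1.25, NdhN by 1.82 and NdhO by 2.12. NdhM, NdhN, APX and MDAR were called in no setting.

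Of the 1355 genes in Supplementary Table 1, 227 were not called, and 50 under median scaling of log2 values. Among genes that the paper calls changed, PDS, VDE, CAT, HSP90, eIF2 and CRM1 are in Supplementary Table 1 and were not called. PDS and VDE were called under median scaling. CAT was called without normalization and under median scaling, cyclic loess and the threshold on the FPKM ratio. HSP90 and eIF2 were called with the filter at a mean FPKM of 1, without normalization, and under median scaling, cyclic loess and the variance trend. ZEP, which that table does not list, was called with the filter and under median scaling. Of settings chosen after seeing the values, the fit on genes above 0 in at least 1 library, alone or with the replicate block or the crossed block, called HSP90, eIF2 and ZEP and did not call 146 to 147 of the listed genes, and median scaling of FPKM called PDS, VDE, CAT, HSP90 and eIF2 and did not call 63. PSY, ZDS, SAL1, Fd, SOD, PGRL1, PAL and CCR were called in no setting, all with the direction that the paper gives.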

Other observations

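The tests of the variance prior, of adjacent genes and of genes at 0 in this part were set before their values were seen, and the tests of normalization, of other splits, of streptophyte-specific genes and of organelle RNA were chosen after the result was seen.

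Fewer genes were called with all genes in the limma fit, 1298, than with the 11820 genes above 0 in at least 1 library, 2415. The 5470 genes at 0 in all libraries have no variance, and the prior degrees of freedom were 0.348 with them and 1.93 without. Taking the prior from the genes above 0 while still adjusting over all genes called 2283 genes and closed 88.2% of the difference, and restricting only the adjustment called 1734. Changing the variance prior alone thus closed most of the difference in calls. Both fits used the same libraries, so this difference comes from the fitting and carries no biological information.

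Activated and repressed genes were near equal in number, but the share of activated genes fell by 16.2 percentage points, from 53.2% to 37%, without normalization. It was 54.3% with cyclic loess, 46.0% with median scaling of log2 values and 55.8% with median scaling of FPKM, and with a library left out it ranged from 41.7 to 67.0%. The balance may come from the centring of the libraries that each of these normalizations brings, and whether total mRNA changed with light cannot be read from FPKM.

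Of the 3 ways to split the 4 libraries into 2 and 2, the real one called most genes, so 1 of 3 reached its count, and the others called 1 and 3 genes. With 3 splits that count cannot exclude chance, whatever its outcome. The median absolute difference of log2(FPKM + 1) per gene was 0.19 and 0.16 between replicates and 0.57 to 0.58 between libraries of different conditions.

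Changes of adjacent nuclear genes were alike across 8137 pairs (Pearson r = 0.168, Spearman's rho = 0.144, permutation p = 0.0001, the smallest that 10000 shuffles can give). Overlapping pairs had r = 0.413, pairs up to the median gap of 540 nt r = 0.223 and pairs farther apart r = 0.107, with the same permutation p in each of the 3 classes. Reads shared by overlapping or close genes may add to the correlation at short distance but are argued against as the whole of it by the value beyond the median gap. Coordinated regulation and tandem copies stay open and were not tested. Genes are not independent replicates.

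There were 47 genes listed at 0 in both libraries of one condition and at 5 FPKM or more in both of the other, 29 at 0 in high light and 18 at 0 in low light. If single libraries failed at random at the rate seen between replicates, 0.272 such genes would arise. Random failure is argued against, other faults of quantification were not tested, and a response to light remains a hypothesis for these genes. The 2 genes with the smallest log2 fold change are among them. The gene kfl00221_0210 was at 14.6 and 13.2 FPKM in low light and is listed at 0 in both high light libraries (limma adjusted p = 0.00887), and kfl00476_g1 was at 16.1 and 10.4 and is listed at 0 in both (limma adjusted p = 0.0347). Both kept the call without either low light library and lost it without either high light library, at limma adjusted p between 0.00867 and 0.211.

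No difference was detected between the shares of streptophyte-specific genes among the activated genes, 10.3%, and the repressed genes, 9.88%, of Supplementary Table 1, with p = 0.788 in a two-sided Fisher's exact test. The hypothesis of a larger share among activated genes was not borne out.

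RNA of the organelle genomes split the libraries across the conditions. It took 0.0481% and 2.90% of the FPKM in low light replicates 1 and 2, and 2.15% and 0.0777% in high light replicates 1 and 2. Summed FPKM of the 6 plastid rRNA features was 54.1 times higher in low light replicate 2 and high light replicate 1 than in the other libraries, 103 times within low light and 32.2 times within high light. The 3 mitochondrial rRNA features were 43.1 times higher, 65.8 times within low light and 29.9 times within high light. Summed FPKM of the protein-coding genes followed, 8.53 times higher in the plastid and 16.5 times in the mitochondrion. The mitochondrial value was 32.6 times within low light and 11.2 times within high light. The plastid value was 28.2 times without rpl33 and rps18, left out after their values were seen. These were the 2 highest in low light replicate 1, but psbAb (14.65 FPKM) was above rps18 (12.74 FPKM) in high light replicate 2. Neither gene followed the split in both conditions. In low light replicates 1 and 2, rpl33 was at 69.2 and 48.9 FPKM and rps18 at 15.0 and 13.4. In high light replicates 1 and 2, rpl33 was at 48.8 and 35.6 FPKM and rps18 at 10.4 and 12.7. Many plastid genes, and the plastid rRNA, are listed as 2 copies with equal or near-equal values, such as psaAa and psaAb. Each copy was counted, so these features are not independent. Of the 92 plastid protein-coding genes above 0, 64.1% were higher in both low light replicate 2 and high light replicate 1 than in both others. Of the 31 in the mitochondrion it was 51.6%. Carry-over of rRNA alone is therefore argued against. More organelle RNA in general, which rpl33 and rps18 did not follow, cannot be told apart from a less strict mRNA selection. Either would raise the same features, and the labels give no library batch. The split is balanced between the conditions.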
